# HDAC5, an early osimertinib-responsive gene, is a novel therapeutic target for the drug resistance in *EGFR*-mutant lung adenocarcinoma cells

**DOI:** 10.1016/j.bbrep.2025.102016

**Published:** 2025-04-15

**Authors:** Hanbing Lyu, Akihiko Ishimura, Ryusuke Suzuki, Khurelsukh Buyanbat, Gerelsuren Batbayar, Makiko Meguro-Horike, Shin-ichi Horike, Seiji Yano, Takeshi Suzuki

**Keywords:** HDAC5, LMK235, Lung cancer, EGFR-TKI, Osimertinib, Drug resistance

## Abstract

Aberrant epigenetic regulation is closely associated with drug tolerance, an early step in the acquisition of drug resistance. We previously reported that a pioneer transcriptional factor (also called an epigenetic initiator) rapidly induced by osimertinib, a third-generation epidermal growth factor receptor (EGFR) tyrosine kinase inhibitor, plays a pivotal role in promoting the formation of osimertinib-tolerant cells. In this study, to identify novel epigenetic factors associated with osimertinib-tolerance, we performed a comprehensive screening of epigenetic factors whose expression is rapidly induced by osimertinib. Our results revealed that *HDAC5*, a class IIa histone deacetylase (HDAC), is a prominently induced epigenetic regulator in several *EGFR*-mutant non-small cell lung cancer (NSCLC) cell lines during the early response to osimertinib. Knockdown of *HDAC5* significantly reduced the emergence of osimertinib-resistant cells. Furthermore, treatment with LMK235, a selective HDAC5 inhibitor, significantly increased global histone acetylation and enhanced osimertinib-induced apoptosis. These findings highlight the potential of HDAC5 as a novel therapeutic target to overcome osimertinib-resistance and suggest LMK235 as a promising compound to provide therapeutic benefit to *EGFR*-mutant NSCLC patients receiving osimertinib treatment.

## Highlights

• *HDAC5*, a class IIa HDAC, is an early response gene to osimertinib.
• *HDAC5* knockdown increased the osimertinib-sensitivity of *EGFR*-mutant cancer cells.
• LMK235, a selective HDAC5 inhibitor, is superior in combination with osimertinib.
• LMK235 increased histone H3 acetylation and enhanced osimertinib-induced apoptosis.

## 1 Introduction

Lung cancer is the leading cause of cancer-related death worldwide [1]. Non-small cell lung cancer (NSCLC) accounts for 85 % of cases and often harbors epidermal growth factor receptor (*EGFR*) mutations [2]. While EGFR tyrosine kinase inhibitors (EGFR-TKIs) initially provide significant therapeutic benefits to patients with *EGFR*-mutations, they inevitably experience recurrence within a few years due to the emergence of drug-resistant tumors. Osimertinib (ADZ9291), a third-generation EGFR-TKI, irreversibly inhibits constitutively active EGFR mutants, including exon 19 deletion (del19), L858R, and T790 M mutations, without affecting wild-type EGFR [3]. However, like other EGFR-TKIs, the efficacy of osimertinib is still limited by the acquisition of drug resistance through both EGFR-dependent mechanisms (e.g., C797S, a secondary *EGFR* mutation) and EGFR-independent mechanisms, such as the activation of bypass signaling pathways (e.g., *MET* amplification) or histological transformations. Therefore, many investigators have explored combination approaches targeting these acquired phenotypes to circumvent this resistance [3].

We recently demonstrated that FOXA1, a pioneer transcriptional factor, functions as an epigenetic initiator by activating the expression of insulin-like growth factor-1 receptor (*IGF-1R*) [4]. This activation leads to the emergence of osimertinib-tolerant cells, the precursors of drug-resistant cells. Unlike acquired drug resistance, drug tolerance is reversible, highlighting the critical role of epigenetic regulation in this process [3]. Aberrant post-translational modifications of histones, including histone methylation, are closely associated with the emergence of drug tolerant cells, known as drug tolerant persisters (DTPs) [5]. Notably, a global reduction in histone acetylation has been observed in DTPs, and treatment with trichostatin A, a pan-HDAC inhibitor, eliminates DTPs [5]. Thus, reduced histone acetylation is considered a hallmark of early drug resistance, and restoring acetylation may represent a promising therapeutic strategy to overcome it. FOXA1, which we identified, and other DTP factors like AXL [6] have been reported to be immediately upregulated by osimertinib. To better understand the molecular mechanism governing the early stages of drug resistance, it is important to identify epigenetic factors immediately induced by osimertinib and to analyze their roles.

In this study, we performed a microarray screening and identified *HDAC5*, a class IIa HDAC, which was rapidly upregulated by osimertinib in *EGFR*-mutant lung cancer cells. We demonstrated that treatment of LMK235, a selective inhibitor of HDAC5, could dramatically increase the efficacy of osimertinib, proposing a novel combination therapy to overcome osimertinib resistance.

## 2 Materials and methods

### 2.1 Plasmids and cell culture

Lentiviral vectors (pLKO.1-puro, Sigma) expressing small hairpin RNAs (shRNAs) targeting scramble (Scr, Sigma) and *HDAC5* were prepared as previously described [7]. The sequences of oligonucleotides for *HDAC5*-specific shRNAs (sh1 and sh5) are shown in Table S1.

This study used three human non-small cell lung cancer (NSCLC) cell lines harboring *EGFR* mutations. HCC827 and H1975 cells were purchased from the American Type Culture Collection (ATCC), and PC9 cells were obtained from the RIKEN BRC Cell Bank (Japan).

### 2.2 Quantitative reverse transcribed PCR (qRT-PCR) analysis

qRT-PCR analysis was conducted with ThunderBird SYBR qPCR Mix (Toyobo) on ViiA7 real-time system (Applied systems). *GAPDH* expression was used as a control for normalization. The primer's sequences for qRT-PCR are provided in Table S1. Each PCR assay was carried out in quadruplicate.

### 2.3 Western blotting analysis

Western blotting was conducted according to the protocol described previously [8]. Each quantification was normalized with TBP expression, and the averages from three independent experiments are presented with standard deviations.

### 2.4 Cell proliferation assay

HCC827 cells (4x10^3^) were treated with osimertinib (Selleckchem) at concentrations ranging from 0 to 20 nM, or DMSO (dimethyl sulfoxide; Wako) was used as a control. After 96 h of treatment, cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8; DOJINDO Lab., Japan) in accordance with the manufacturer's instructions. Measurements were performed using four independent wells per sample.

### 2.5 Colony formation assay

HCC827 cells were treated with 5 nM osimertinib and 50 nM LMK235 (Selleckchem) for 19 days. For H1975 and PC9 cells, treatments consisted of either 100 nM osimertinib and 200 nM LMK235, or 100 nM osimertinib plus 50 nM LMK235, with culture durations of 12 days and 9 days, respectively. All experiments were carried out in triplicate.

### 2.6 Flow cytometry

Cells were pre-treated with 100 nM LMK235 for three days, followed by exposure to 100 nM LMK235, 5 nM osimertinib, or their combination. After 24 h of treatment, the cells were harvested, fixed, and analyzed by flow cytometry. Each cell cycle analysis was performed in triplicate.

### 2.7 Statistical analysis

A two-tailed student's t-test was applied to assess the statistical significance of the difference between the control and the samples. ∗∗∗, *P* < 0.001; ∗∗, *P* < 0.01; ∗, *P* < 0.05; n.s., not significant.

### 2.8 Microarray analysis

Microarray was conducted following a previously described protocol [9]. The microarray data have been deposited in the Gene Expression Omnibus (GEO) database, under accession number GSE283536.

Detailed descriptions are shown in Supplementary Materials and Methods.

## 3 Results

### 3.1 *HDAC5* is an epigenetic factor relating to early osimertinib-response in *EGFR*-mutant lung cancer cells

Previously, we found that FOXA1, a pioneer transcriptional factor (also called an epigenetic initiator), induced *IGF-1R* expression upon treatment with osimertinib, a third-generation EGFR-TKI. The resulting increase in IGF-1R provides compensatory survival signaling in place of EGFR, leading to the emergence of drug-tolerant cells [4]. Since osimertinib could rapidly upregulate the expression of *FOXA1* within 12 h, we hypothesize that early epigenetic regulation might be crucial for acquiring osimertinib resistance. 

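The screen was made in HCC827, a lung adenocarcinoma line whose growth depends on an EGFR with an activating deletion, carrying a control shRNA. Osimertinib binds the mutant EGFR irreversibly and shuts off its kinase. From total RNA of cells treated with 50 nM osimertinib for 6 h, cRNA labelled with Cy3 was made and hybridized to Agilent expression arrays, 1 sample per array. 2 arrays of treated cells, replicates 1 and 2, were analysed here, and arrays of untreated cells were not analysed here. The values therefore describe treated cells, and no fold change against untreated cells was computed. Each array carried 58201 different probes, and 31104 of them were matched to a current symbol, for 22439 genes. The authors deposited the scanner's processed signal of each spot, an intensity with the background already subtracted. Spots with an outlier flag were left out, the spots of a probe were averaged on the log2 scale, and the 75th percentile of each array, a signal of 183 on replicate 1 and 155 on replicate 2, was subtracted. Where a gene had several probes, its brightest probe was used. A probe counted as detected where the scanner called it well above background. This held for 48.0% of probes on replicate 1 and 45.0% on replicate 2, at signals down to 10.8 and 13.1 respectively. Over the 25814 probes detected on both arrays, the SD of 1 array was 0.28 on the log2 scale, and the number of arrays limits the precision. The sources used here do not say whether the replicates were separate cultures, so part of this spread may be technical. In some gene lists the genes differed in the same direction, so their spread was not independent from gene to gene. Whether separate cultures or the handling of the samples made these differences was not tested. All 20 genes of G2/M and mitosis were higher on replicate 1, with a median log2 difference of 0.66. So were 20 of 22 interferon response genes, with a median of 0.89, against -0.02 for 14 reference genes. Of 26 lists, 18 had a median between the 2.5th and 97.5th percentiles of random lists matched on mean signal, 3 lay above and 5 below. The 5 were higher on replicate 2 and had smaller medians, the largest being -0.28 for ATF4 and the unfolded protein response.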

To identify novel epigenetic factors induced by osimertinib, we first performed microarray analysis using total RNA from HCC827 cells (harboring the delR746-A750 EGFR mutation) treated with 50 nM osimertinib for 6 h. 

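In osimertinib-treated HCC827 cells, 14315 of the 22439 named genes had a probe well above background on both arrays, 796 on 1 array and 7328 on neither. A list of receptor tyrosine kinases and adaptors of bypass signalling, which also holds EGFR itself and the ligand GAS6, had 20 measured genes. Of these, 16 were detected on both arrays, GAS6 on 1, and ERBB4, FGFR1 and FGFR2 on neither, these 4 genes being named after their values were seen. EGFR, the drug's target, had a normalized log2 signal of 6.54 ± 0.09 (SD, n = 2 arrays), MET 7.45 ± 0.16 and AXL 1.56 ± 0.26. All 24 measured genes of G1/S and DNA replication and all 20 of G2/M and mitosis were detected on both arrays. Among 37 genes of ERK feedback and the immediate early response, which follow EGFR signalling, 32 were detected on both arrays, and DUSP2, DUSP7, SPRED3, EGR2 and EGR3, named here after their values were seen, were detected on neither. FOS, an immediate early transcription factor, had a signal of 47.5 on replicate 1 and 125 on replicate 2, a 3.10-fold difference after normalization. HBEGF, an EGFR ligand, differed 4.14-fold, with 70.1 on replicate 1 and 245 on replicate 2. Of 8 fibroblast markers 1 was detected on both arrays, as were 1 of 6 endothelial markers and 3 of 6 leukocyte markers, among these CSF1R with signals of 797 and 1261. Between the replicates, which had the same treatment, 418 of 14312 genes differed by more than 2-fold, 195 of them higher on replicate 1 and 223 higher on replicate 2. A level 2-fold below the measured signal would still lie above the lowest detected signal of both arrays for 13430 of these 14312 genes. Some genes detected on neither array also had signals above both of these lowest signals, so such a level need not be called detected.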

As shown in Fig. S1A, we compared expression profiles between osimertinib-treated and control cells, and identified 811 genes whose expression was more than 2-fold higher in treated cells. 

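Regulators of chromatin were nearly all detected in the treated cells. In 9 lists of chromatin regulators there were 152 genes with a named probe, and 150 of them were well above background on both arrays. The exceptions were KDM5A, well above background on 1 array, and TET3, on neither, both named here after their values were seen. Over all named genes, 63.8% were detected on both arrays. All 21 genes of ribosome biogenesis and all 14 reference genes were detected too, so the high share is not particular to chromatin regulators. The gene set of the database used in the paper was not used to compile the lists. They nevertheless hold 9 of the paper's candidates, so they are not independent of it. All 7 sirtuins, 13 of 13 histone acetyltransferases and 27 of 27 histone lysine methyltransferases were detected on both arrays, as were 19 of 20 histone lysine demethylases. All 33 chromatin remodellers and all 28 measured Polycomb genes were detected on both arrays too, and so were 14 of 15 genes of DNA methylation. Of these regulators, SMARCD3, a subunit of the SWI/SNF remodelling complex, differed by more than 2-fold between the replicates, with a signal of 30.9 on replicate 1 and 61.7 on replicate 2, a 2.36-fold difference after normalization. PHF19, a Polycomb-like reader of methylated histone H3, differed 1.56-fold, and NCOA3, a nuclear receptor coactivator, 1.48-fold, both higher on replicate 1. KDM4B, a histone demethylase, was 1.43-fold higher on replicate 2.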

Using the public database, Epifactors [10], we selected 911 protein-coding genes of epigenetic factors and cross-referenced them with our upregulated gene list. This analysis yielded 16 candidate epigenetic factors. 

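Of the 16 candidates, 14 were well above background on both arrays of osimertinib-treated cells. HDAC5, a class IIa histone deacetylase, had a processed signal of 195 on replicate 1 and 217 on replicate 2, or a normalized log2 signal of 0.29 ± 0.28 (SD, n = 2 arrays). The chromatin remodellers ATRX and CHD2 had normalized log2 signals of 4.12 ± 0.19 and 3.03 ± 0.15. EZH1, a methyltransferase of histone H3 lysine 27, had 1.42 ± 0.08, and CBX7, a Polycomb reader, 2.79 ± 0.03. ING4, a reader of methylated histone H3, had 3.65 ± 0.14, BAZ2B, a bromodomain protein, 2.29 ± 0.28, and CHD1L, a remodeller recruited to DNA damage, 4.07 ± 0.41. NSUN6, an RNA methyltransferase, had 0.35 ± 0.14, PHF21A, a histone reader, 0.25 ± 0.04, MBD5 -1.01 ± 0.01 and MST1 -0.35 ± 0.04. The largest difference between the replicates among the 16 was that of EYA1, a transcriptional coactivator and phosphatase, with a signal of 221 on replicate 1 and 119 on replicate 2, a 1.58-fold difference after normalization. A1CF, a cofactor of RNA editing, and TLE4, a corepressor, were well above background on replicate 1 alone. The signal of A1CF was 13.8 on replicate 1 and 7.57 on replicate 2, and that of TLE4 was 11.6 and 10.6. For the same 14 genes that were detected on both arrays, a level 2-fold below the measured signal would still lie above the lowest detected signal of both arrays. For HDAC5 that level is a signal of 97.6 on replicate 1 and 109 on replicate 2. Lying above the lowest detected signal does not by itself make a level detected. The paper set its treated cells against control cells, kept genes more than 2-fold higher in treated cells, and took those that are also in a database of epigenetic factors as its candidates. The untreated side of that comparison was not analysed here.

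**Figure D1:**
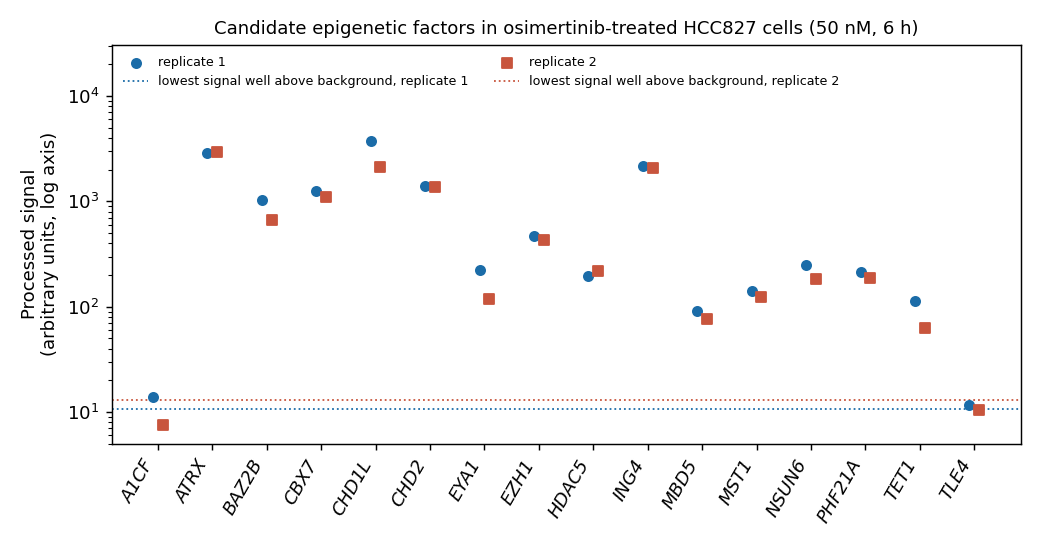
Processed signal (arbitrary units, log axis) of the brightest probe of each of the 16 candidates in HCC827 cells treated with 50 nM osimertinib for 6 h; circles are replicate 1, squares replicate 2, and dotted lines the lowest signal well above background on each array, 10.8 and 13.1. A1CF and TLE4 lie above the line of replicate 1 and below that of replicate 2, and the other 14 candidates lie above both; levels of different genes cannot be compared, since probes differ in brightness.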

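TET1 encodes an enzyme that oxidizes methylated cytosine, an early step of DNA demethylation. Both of its probes were well above background on both arrays of osimertinib-treated cells. The brighter probe had a processed signal of 113 on replicate 1 and 63.6 on replicate 2, a normalized log2 signal of -0.99 ± 0.42 (SD, n = 2 arrays) and a 1.51-fold difference between the replicates. The other probe had a signal of 16.4 on replicate 1 and 15.5 on replicate 2, or -3.40 ± 0.12. A signal 2-fold lower than that of the brighter probe would lie above the lowest detected signal of both arrays, and for the other probe it would not. TET2, of the same enzyme family, was higher on replicate 1 than on replicate 2 by 1.21-fold, with signals of 445 and 311. The arrays of untreated cells, against which TET1 was called higher in the paper, were not analysed here.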

Notably, *TET1* was identified, a gene reported as an EGFR-TKI-induced factor in lung cancers and glioblastomas [11], supporting the reliability of our approach. Next, we performed qRT-PCR to validate whether these candidate genes were consistently upregulated more than 2-fold in several *EGFR*-mutant lung cancer cell lines treated with osimertinib (Fig. S1B). In HCC827 cells, 9 out of 16 candidate genes were shown to be induced by osimertinib. We further screened the candidates showing more than 2-fold upregulation in other lung cancer cell lines, H1975 (L858R and T790 M *EGFR* mutation) and PC9 (delR746-A750 EGFR mutation) cells treated with 100 nM osimertinib, and identified *HDAC5*, one of histone deacetylases (Figs. S1C, S1D, 1B, and 1C). Even at a lower concentration of osimertinib (5 nM), *HDAC5* was significantly induced in HCC827 cells within 12 h (Fig. 1A). Importantly, HDAC5 protein levels were consistently elevated across all three *EGFR*-mutant cell lines post-treatment (Fig. 1D). These findings suggest that *HDAC5* plays a conserved and functionally significant role in early cellular response to osimertinib.

**Fig. 1:**
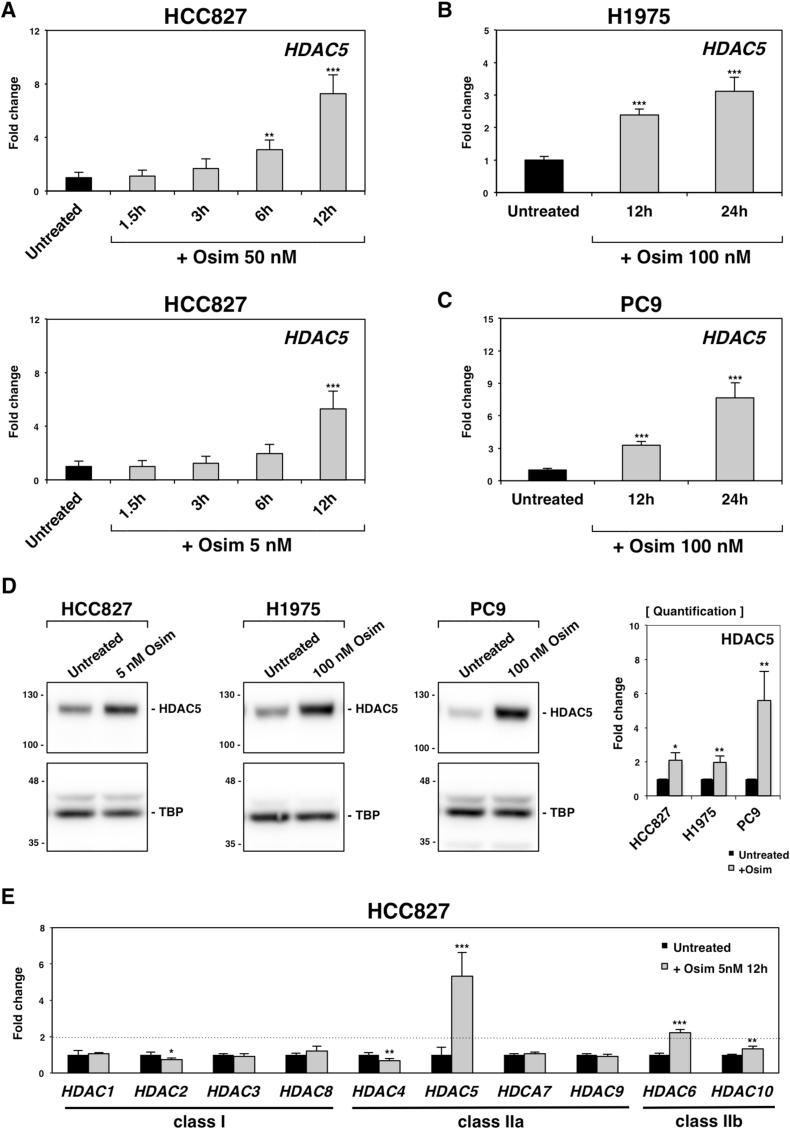
*HDAC5* expression was upregulated by osimertinib in *EGFR* mutant lung cancer cells. (A) Treatment with 50 nM (top) or 5 nM (bottom) osimertinib caused the significant upregulation of *HDAC5* in HCC827 cells within 12 h. (B, C) *HDAC5* was induced in H1975 (B) and PC9 (C) cells following 12 h of treatment with 100 nM osimertinib. (D) HDAC5 protein and TBP (loading control) were detected in HCC827, H1975, and PC9 cells ± osimertinib by immunoblotting. Band quantification is shown on the right. (E) The expression of class I and class II HDACs was analyzed in HCC827 cells treated with 5 nM osimertinib for 12 h ∗∗∗*P* < 0.00.1, ∗∗*P* < 0.01, and ∗*P* < 0.05, as analyzed by Student's t-test.

*HDAC5* belongs to the class IIa family of histone deacetylases, and we investigated whether other class IIa (*HDAC4*, *HDAC7*, and *HDAC9*) and IIb (*HDAC6* and *HDAC10*) family members respond to osimertinib. We also examined the expression of class I histone deacetylases (*HDAC1*, *HDAC2*, *HDAC3*, and *HDAC8*), which play a central role on histone deacetylation in nucleus [12]. The results showed that *HDAC5* and *HDAC6* were significantly up-regulated (>2-fold) in osimertinib-treated HCC827 cells (Fig. 1E), whereas only *HDAC5* reached this level of induction in H1975 and PC9 cells (Fig. S2). Therefore, we focused on HDAC5 as a key member of the HDAC family associated with early osimertinib response.

### 3.2 Depletion of *HDAC5* in HCC827 cells reduced the cell viability in the presence of osimertinib

Since previous reports demonstrated oncogenic roles of *HDAC5* in various cancers such as breast, liver, colon, and lung cancer [13], we hypothesized that inhibition of *HDAC5* induction might affect the cellular tolerance to osimertinib. To prove our hypothesis, we prepared *HDAC5* knockdown HCC827 cells using two different *HDAC5*-specific shRNAs (sh1 and sh5) and confirmed through western blotting that both effectively suppressed endogenous HDAC5 protein levels (Fig. 2A). Then, we used the CCK-8 assay to compare the survival rates of knockdown cells and control cells across various concentrations of osimertinib (Fig. 2B). The results showed a significant decrease in survival rates for the knockdown cells at osimertinib concentrations of 2.5–10 nM compared to the controls. Additionally, a colony formation assay was performed to evaluate cell viability after prolonged osimertinib treatment (Fig. 2C), revealing a remarkable reduction of resistant colonies in the knockdown cells. These findings suggest that *HDAC5* depletion enhances the efficacy of osimertinib, highlighting HDAC5 as a potential therapeutic target for overcoming drug resistance.

**Fig. 2:**
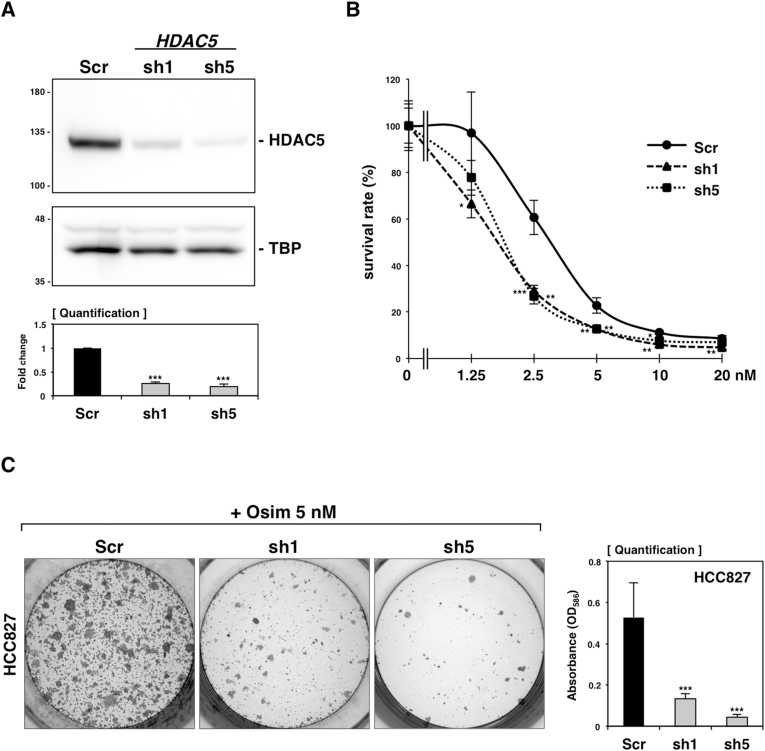
Knockdown of *HDAC5* in HCC827 cells significantly reduced the viability of HCC827 cells treated with osimertinib. (A) Western blotting indicated the knockdown efficiency of *HDAC5*-specific shRNAs (sh1 and sh5). Scramble (Scr) shRNA was used as a negative control. Band quantification is displayed below the corresponding images. (B) The CCK-8 assay assessed the viability of scramble and *HDAC5* knockdown cells across a range of osimertinib (0–20 nM). (C) Colony formation assays were conducted with scramble and *HDAC5* knockdown cells treated with 5 nM osimertinib. After two weeks, the colonies were stained by crystal violet. Subsequently, the absorbance at 586 nm was measured for quantification (right). ∗∗∗*P* < 0.00.1, ∗∗*P* < 0.01, and ∗*P* < 0.05, as analyzed by Student's t-test.

### 3.3 The combination of LMK235, an HDAC5 selective inhibitor, with osimertinib significantly reduced drug-resistant colonies in *EGFR*-mutant lung cancer cell lines

To evaluate whether an HDAC5-specific inhibitor could produce a similar combined effect with osimertinib, we treated HCC827 cells with 50 nM LMK235 [14], a small molecular inhibitor against HDAC5, in combination with 5 nM osimertinib (Fig. 3A). Consistent with the knockdown experiments (Fig. 2), the colony formation assay revealed that this combination significantly reduced cell viability compared to osimertinib alone. Additional assays were conducted using H1975 and PC9 cells (Fig. 3B and C), where 200 nM of LMK235 with 100 nM osimertinib or 50 nM of LMK235 with 100 nM osimertinib were applied, respectively. The combination treatment markedly reduced the number of drug-resistant colonies in both cell lines. In contrast, administrating LMK235 alone did not affect cell proliferation in any of the tested cell lines (Fig. S3). Thus, these results strongly indicate that LMK235 is a promising drug candidate for combination therapy with osimertinib.

**Fig. 3:**
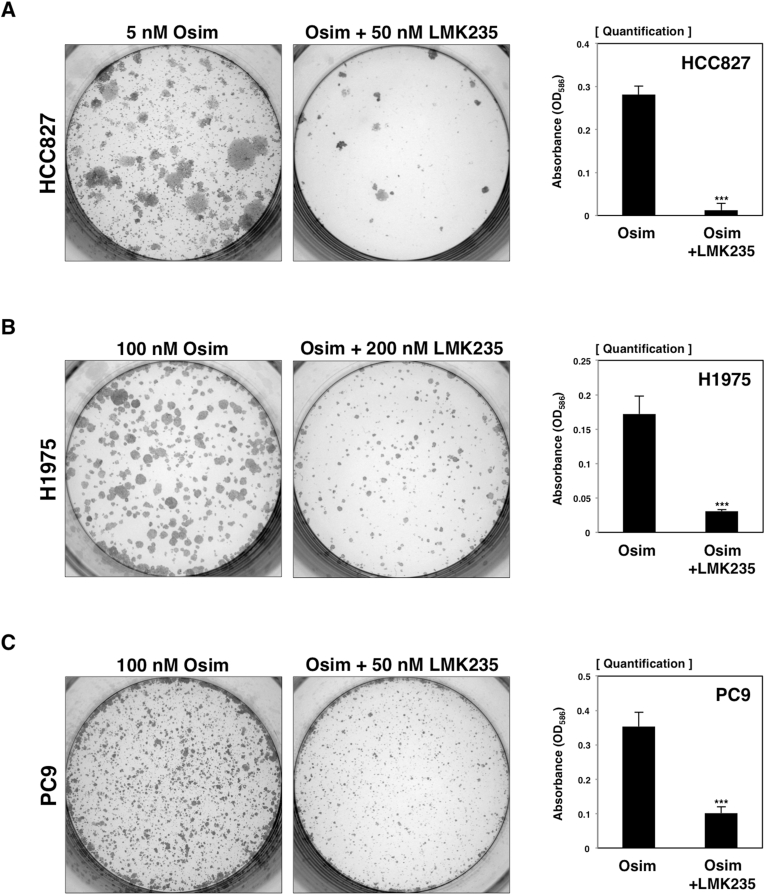
The combination of osimertinib with LMK235, a selective HDAC5 inhibitor, strikingly decreased the colony-forming activity of HCC827 (A), H1975 (B), and PC9 (C) cells. Drug names and concentrations are indicated above each panel. Graphs on the right show quantification from colorimetric analyses. ∗∗∗*P* < 0.00.1, as analyzed by Student's t-test.

### 3.4 Treatment of LMK235 combined with osimertinib led to apoptosis in the treated cells possibly through a high level of histone H3 acetylation

We next investigated how LMK235 enhanced the efficacy of osimertinib. Since LMK235 was developed based on its cytotoxicity and enzymatic inhibitory activity against histone deacetylases [14], we assessed its impact on global histone H3 acetylation (H3K9/27ac). To inhibit HDAC5-dependent epigenetic regulation, HCC827 cells were pre-treated with 100 nM LMK235 for 72 h, followed by an additional 24-h treatment with 100 nM LMK235, 5 nM osimertinib, or their combination. Western blot analysis showed increased levels of histone H3 acetylation in LMK235-treated cells, regardless of osimertinib co-treatment (Fig. 4A). In contrast, quantitative analysis of Fig. 4A revealed that LMK235 did not affect endogenous HDAC5 protein levels or its induction by osimertinib in HCC827 cells (Fig. S4). These finding suggest that LMK235 imodulates the enzymatic activity, and thereby the function, of HDAC5 rather than its expression. Additionally, we evaluated EGFR activation by measuring phosphorylated EGFR proteins (Fig. 4A). The results clearly showed that osimertinib abolished EGFR phosphorylation, confirming its effectiveness in this study.

**Fig. 4:**
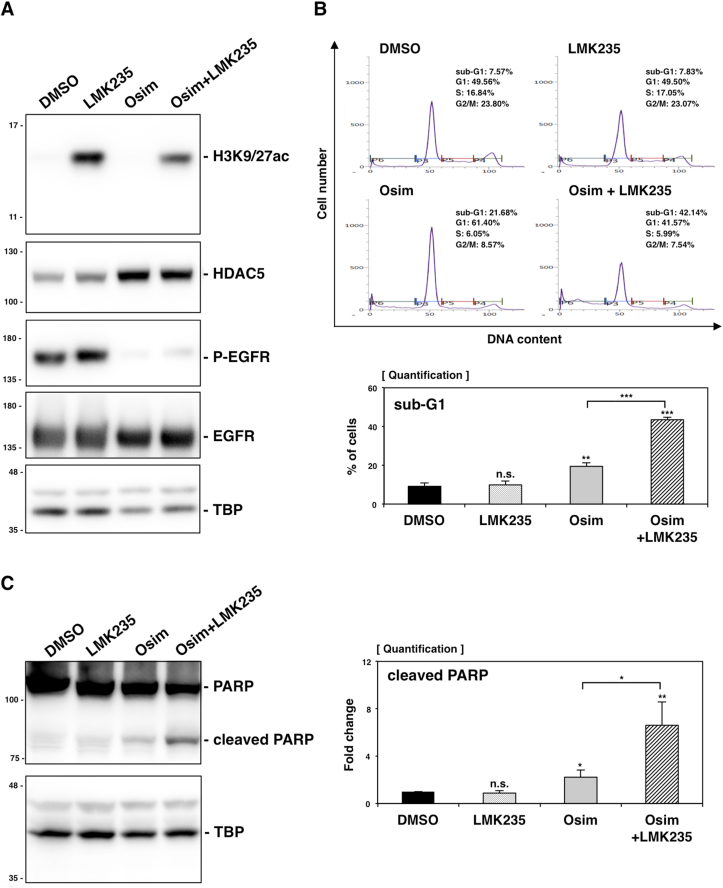
The combination of LMK235 and osimertinib efficiently promoted apoptosis in HCC827 cells. (A) HCC827 cells were treated for 24 h with DMSO (vehicle), 50 nM LMK235, 5 nM osimertinib, or their combination. Protein lysates were analyzed by western blotting to detect acetylated Histone H3 (H3K9/27ac), HDAC5, phosphorylated EGFR (P-EGFR), or total EGFR (pan-EGFR), and TBP. (B) Flow cytometry (top) revealed cell cycle distribution in HCC827 cells treated with LMK235, osimertinib, or their combination. The sub-G1 population (%) for each group -DMSO (black bar), LMK235 (punctate bar), osimertinib (grey bar), and their combination (striped bar)- is summarized in the statistical analysis (bottom). (C) Cleaved PARP, an apoptotic marker, was detected by immunoblotting in HCC827 cells treated with LMK235, osimertinib or both. Quantification of the bands is shown on the right. ∗∗∗*P* < 0.00.1, ∗∗*P* < 0.01, and ∗*P* < 0.05, as analyzed by Student's t-test. n.s., not significant.

To evaluate whether the combination of LMK235 and osimertinib effectively induced cell death in HCC827 cells, we performed cell cycle analysis using flow cytometry on cells treated with LMK235, osimertinib or both (Fig. 4B). The analysis revealed a significantly increased sub-G1 phase population in osimertinib-treated cells (21.68 %) compared to DMSO controls (7.57 %), while LMK235-treated cells (7.83 %) displayed no notable difference from the controls. Notably, the combination treatment significantly increased sub-G1 phase (42.14 %) than osimertinib alone, indicating a synergistic promotion of apoptosis. We also examined cleaved Poly-ADP-ribose polymerase (PARP), one of the early markers of apoptosis [15], by western blotting (Fig. 4C). The combination treatment significantly increased cleaved PARP levels compared to either drug alone. In contrast, treatment with LMK235 alone did not alter the cell cycle distribution or produce cleaved PARP under our experimental conditions. Altogether, these results strongly suggest that LMK235 amplifies osimertinib-induced apoptosis, highlighting the co-treatment as a promising strategy to overcome osimertinib resistance in *EGFR*-mutant lung cancer cells.

## 4 Discussion

In this study, we found that the expression of *HDAC5* was immediately upregulated by osimertinib and that silencing *HDAC5* significantly suppressed the emergence of osimertinib-resistant cells. Furthermore, the selective HDAC5 inhibitor LMK235 enhanced the efficacy of osimertinib, with the combination treatment markedly reducing the number of resistant colonies. Mechanically, LMK235 was found to induce a global increase in histone acetylation, thereby sensitizing cancer cells to osimertinib-induced apoptosis. Collectively, these findings identify HDAC5 as a novel therapeutic target for overcoming osimertinib-resistance and highlight LMK235 as a promising candidate for combination therapy.

HDAC5 is overexpressed in various cancers, where its aberrant regulation contributes to malignant phenotypes such as increased cell proliferation, evasion of apoptosis, enhanced invasion, metastasis, and drug resistance [13]. Depletion of *HDAC5* enhanced sensitivity to chemotherapeutic agents, doxorubicin and cisplatin, in MCF7 and HeLa cells [16]. Moreover, HDAC5 was implicated in resistance to sorafenib, a multi-tyrosine kinase inhibitor, in hepatocellular carcinoma cells [17]. These findings highlight the potential involvement of HDAC5 in acquiring drug resistance. However, its role in osimertinib resistance in NSCLC had not been previously investigated. Thus, this study provides the first evidence identifying HDAC5 as a novel therapeutic target to overcome osimertinib resistance.

Aberrant upregulation of HDAC genes is common in both solid and hematological tumors and closely linked to cancer development [18]. While HDAC inhibitors show efficacy in hematologic malignancies, their success in solid tumors is limited [18]. Preclinical studies suggest that combining HDAC inhibitors with chemotherapy or molecular-targeted drugs, including EGFR-TKIs, may improve therapeutic outcomes. EGFR-TKIs (e.g., gefitinib, osimertinib) combined with pan-HDAC inhibitors (e.g., trichostatin A, vorinostat) enhance growth inhibition and synergistically reduce the viability of *EGFR*-mutant lung cancer cells through apoptosis [2,5]. Isoform-selective HDAC inhibitors, such as HDAC3 and HDAC6 inhibitors, also exhibit synergy with EGFR-TKIs, highlighting their therapeutic potential [19,20]. Consistent with these findings, we used LMK235, an HDAC5-selective inhibitor, which shows promise in overcoming osimertinib-resistance. LMK235 was originally synthesized to inhibit both HDAC5 and HDAC4 [14], and thus, we cannot exclude the possibility that its anti-cancer effects involve inhibition of endogenous HDAC4 activity. However, osimertinib specifically upregulated HDAC5, not HDAC4 (Fig. 1E). Therefore, the combinatory effects of LMK235 with osimertinib may reflect preferential inhibition of HDAC5, the isoform upregulated by osimertinib. Previous reports demonstrated that combining HDAC inhibitors with EGFR-TKIs synergistically reduced the viability of cell lines that have already acquired drug resistance [2]. Whether LMK235 exerts similar effects on such resistant cell lines remains unknown. Therefore, further investigation using resistant cell lines and animal models is essential to validate the therapeutic potential of this HDAC inhibitor in these contexts.

We previously reported that osimertinib induces drug tolerance by upregulating *IGF-1R* gene expression via the pioneer transcription factor FOXA1 and that this upregulation is associated with increased local histone acetylation at the *IGF-1R* locus [4]. These findings appear to be paradoxical in light of the present study, where the HDAC5 inhibitor LMK235 reduced drug resistance through global histone acetylation enhancement (Fig. 4A). To address this discrepancy, we examined whether LMK235 affects the expression of *IGF-1R* and *FOXA1* in HCC827 cells. The observed upregulation was modest, with *IGF-1R* and *FOXA1* increasing only 1.4-fold and 1.5-fold, respectively (Fig. S5). Despite this limited induction, LMK235 treatment significantly reduced osimertinib resistance. These findings suggest that specific target genes regulated by HDAC5 enzymatic activity might play a critical role in drug resistance. We plan to identify these key target genes in the future.

Structural and biochemical analyses have long suggested that class IIa HDACs, including HDAC5, exhibit significantly lower deacetylase activity compared to class I HDACs [21]. However, recent research indicates that the catalytic domain of HDAC5 is critical for NRF2-dependent antioxidant gene expression, which plays a role in reducing oxidative stress in cardiomyocyte [22]. In this study, we used LMK235, a selective inhibitor of class IIa catalytic activity, and found clear evidence that LMK235 increased histone acetylation (Fig. 4A) and significantly suppressed colony formation when combined with osimertinib (Fig. 3). These results are consistent with the previous report indicating that restoring histone acetylation contributes to overcoming drug resistance [5]. Our findings suggest a functional link between HDAC5 catalytic activity and epigenetic regulation. Nonetheless, the relationship between HDAC5's deacetylase activity and its biological functions remains a subject of debate [22], warranting further investigation.

In summary, our findings suggest that combination therapy targeting HDAC5 may offer significant benefits for *EGFR*-mutant lung cancer patients treated with osimertinib. A comprehensive understanding of the molecular mechanism of HDAC5 will be essential for developing more effective and advanced therapeutic strategies in the future.

## CRediT authorship contribution statement

**Hanbing Lyu:** Validation, Investigation. **Akihiko Ishimura:** Writing – original draft, Visualization, Validation, Methodology, Investigation, Funding acquisition, Conceptualization. **Ryusuke Suzuki:** Investigation, Data curation. **Khurelsukh Buyanbat:** Investigation. **Gerelsuren Batbayar:** Investigation. **Makiko Meguro Horike:** Investigation, Data curation. **Shin-ichi Horike:** Investigation, Data curation. **Seiji Yano:** Resources, Investigation. **Takeshi Suzuki:** Writing – review & editing, Supervision, Project administration, Funding acquisition, Conceptualization.

## Funding

This work was supported in part by Grants-in-Aid for Scientific Research C (grant numbers: 22K07146 to A. I., 22K06880 to T. S.) from the Ministry of Education, Culture, Sports, Science and Technology of Japan. This work was also supported by MEXT Promotion of Development of a Joint Usage/Research System Project: Coalition of Universities for Research Excellence Program (CURE) Grant Number JPMXP1323015484.

## Declaration of competing interest

Seiji Yano, one of our co-authors, has received collaborative research funding from Chugai Pharmaceutical (Japan) and Eli Lilly (United States), as well as honoraria for his lecture from Chugai, AstraZeneca (United Kingdom), and Eli Lilly, which may constitute potential competing interests. All other authors declare that they have no conflicts of interest in relation to this article.

## Figures and Tables

**figs1:**
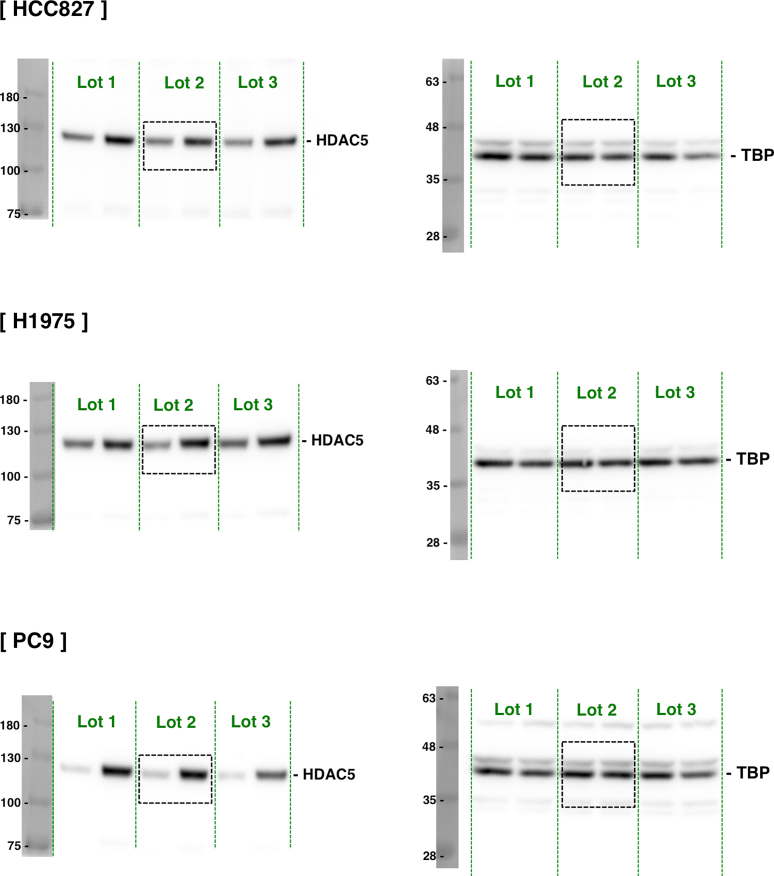

**figs2:**
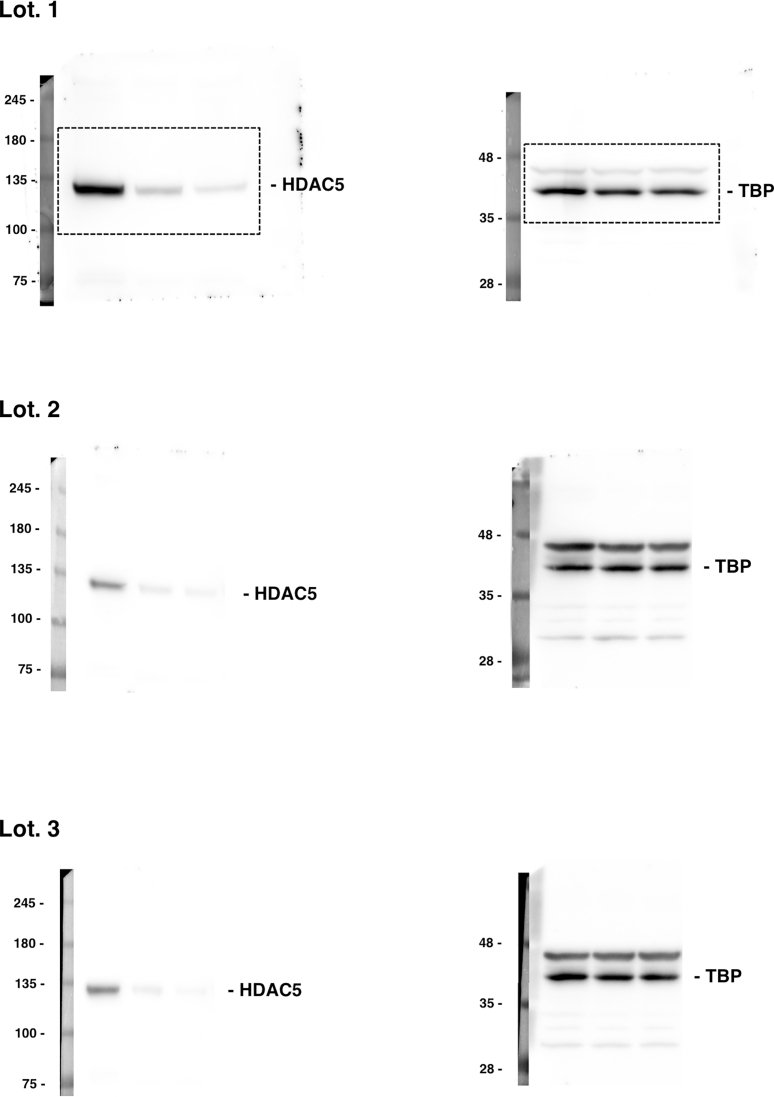

**figs3:**
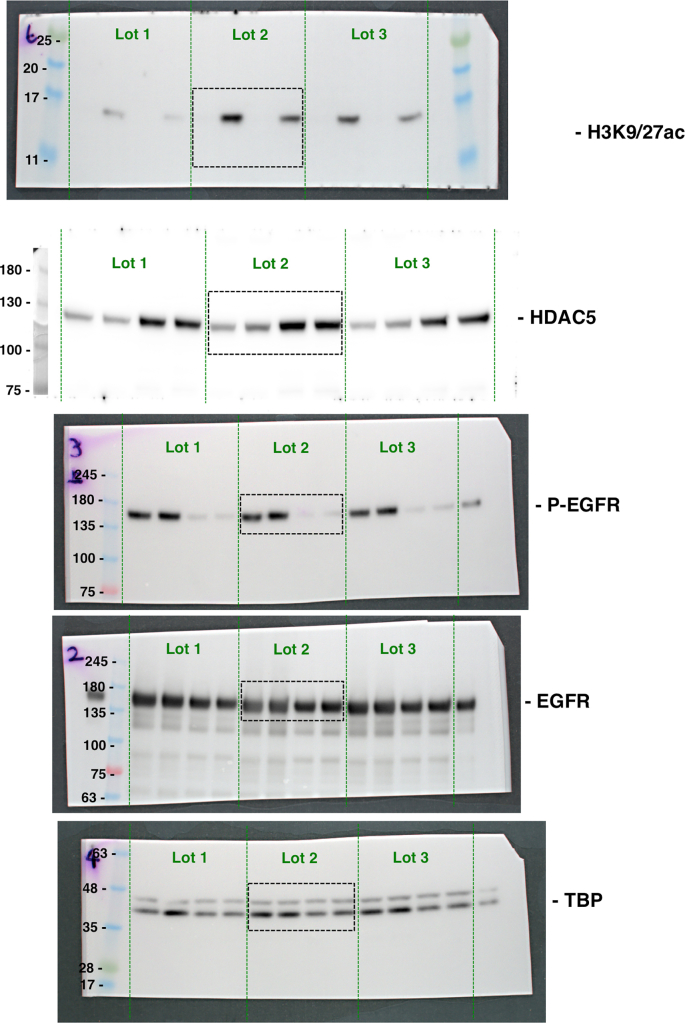

**figs4:**
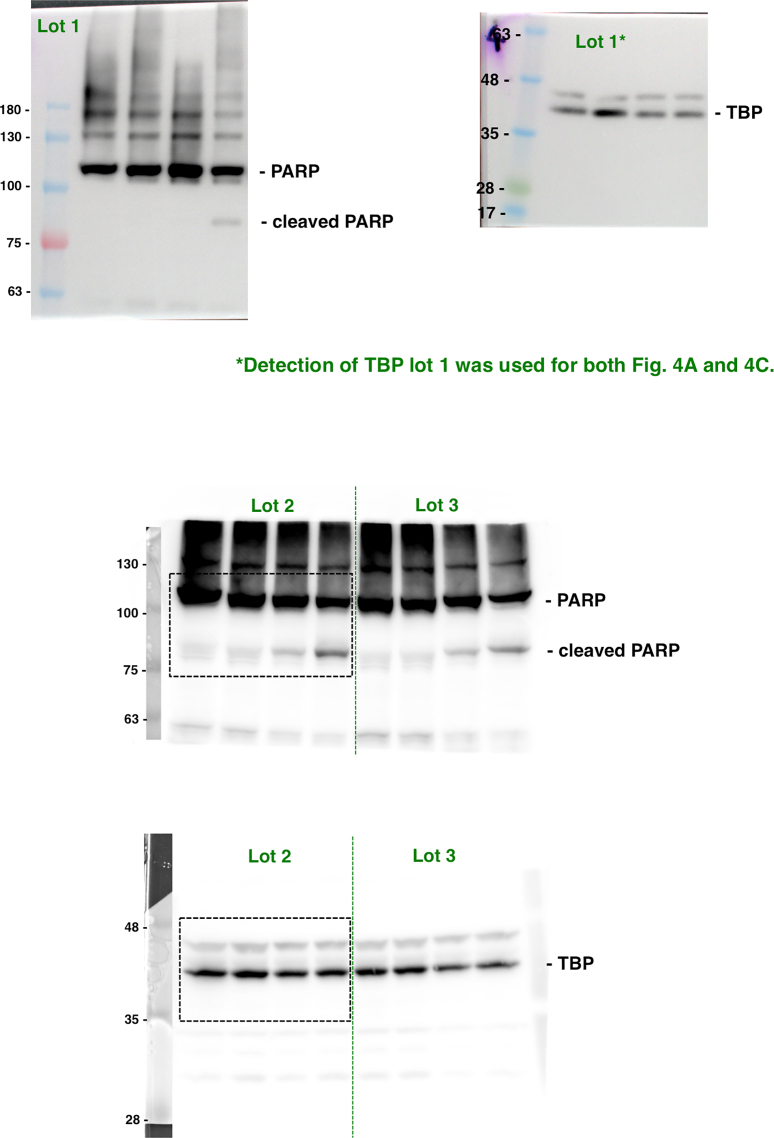

## Data Availability

Data will be made available on request.

# Supplementary material for: HDAC5, an early osimertinib-responsive gene, is a novel therapeutic target for the drug resistance in EGFR-mutant lung adenocarcinoma cells
**Source:** Biochem Biophys Rep. 2025 Apr 15;42:102016. doi: 10.1016/j.bbrep.2025.102016
**Supplement:** Multimedia component 1

**Supplementary Materials and Methods**

2.1 Plasmids and cell culture

Lentiviral vectors (pLKO.1-puro, Sigma) expressing small hairpin RNAs (shRNAs) targeting scramble (Scr, Sigma) and *HDAC5* were prepared as previously described [1]. The sequences of oligonucleotides for *HDAC5*-specific shRNAs (sh1 and sh5) were shown in Table S1.

This study used three human non-small cell lung cancer (NSCLC) cell lines harboring *EGFR* mutations. HCC827 cells were purchased from the American Type Culture Collection (ATCC) and cultured in DMEM (Nacalai) medium. H1975 cells were a generous gift from Dr. Yano (Kanazawa Univ., Japan), and PC9 cells were obtained from the RIKEN BRC Cell Bank (Japan). H1975 and PC9 cells were maintained in RPMI-1640 (Wako) medium. All culture medium contained 10% fetal bovine serum (FBS), L-glutamine and penicillin/streptomycin (Wako). The absence of mycoplasma contamination in the cell lines was confirmed using the MycoAlert Mycoplasma Detection Kit (Lonza).

2.2. Quantitative reverse transcribed PCR (qRT-PCR) analysis

Total RNA was extracted with the RNA-iso Plus (Takara) following to the manufacturer’s protocol and then reverse transcribed into cDNA using the Superscript VILO cDNA synthesis kit (Invitrogen). qRT-PCR analysis was conducted with the ThunderBird SYBR qPCR Mix (Toyobo) on the ViiA7 real-time system (Applied systems). *GAPDH* expression was used as a control for normalization. The primer’s sequences for qRT-PCR are provided in Table S1. Each PCR assay was carried out in triplicate.

2.3 Western blotting analysis

Western blotting was conducted according to the protocol described previously [2]. For detecting phosphorylated EGFR protein, the Phosphatase Inhibitor Cocktail, EDTA-free (Nakarai) was supplied in the sample lysates, and 5 % bovine serum albumin (Wako) was used as a blocking reagent for immunoblotting. To detect acetylated histone H3, protein samples were separated on the SuperSep Ace 15-20 % tricine gel (Wako). Antibodies used in this study were described below; anti-HDAC5 (D1J7V, Cell Signaling Technology), anti-TBP (Proteintech), anti-EGFR (D38B1, Cell Signaling Technology), anti-phosphorylated EGFR (D7A5, Cell Signaling Technology), and anti-H3K9/27ac (MABI0310 Monoclonal Inst. Japan). Band intensities were quantified using the Fusion Software (Vilber Lourmat). Each quantification was normalized with TBP expression, and the averages from three independent experiments are presented with standard deviations.

2.4 Cell proliferation assay

HCC827 cells (4x10^3^) were plated in 96-well plated (Thermo). The next day, osimertinib (Selleckchem) was added to the culture medium at concentrations ranging from 0 to 20 nM, or DMSO (dimethyl sulfoxide; Wako) was used as a control. The medium was replaced every three days. After 96 hours of treatment, cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8; DOJINDO Lab., Japan) in accordance with the manufacturer’s instructions. Measurements were performed using four independent wells per sample.

2.5 Colony formation assay

HCC827 (5x10^4^) H1975 (1x10^3^), and PC9 (5x10^3^) cells were seeded into 6-well plated (Corning). HCC827 cells were treated with 5 nM osimertinib and 50 nM LMK235 (Selleckchem) for 19 days. For H1975 and PC9 cells, treatments consisted of either 100 nM osimertinib and 200 nM LMK235, or 100 nM osimertinib plus 50 nM LMK235, with culture durations of 12 days and 9 days, respectively. All experiments were carried out in triplicate. Crystal violet staining and quantification were conducted according to a previous report [3].

2.6 Flow cytometry

Cells were pre-treated with 100 nM LMK235 for three days, followed by exposure to 100 nM LMK235, 5 nM osimertinib, or their combination. After 24 hours of treatment, the cells were harvested and fixed in ice-cold 70% ethanol. The fixed cells were washed with 1xPBS, incubated with RNase A (Sigma), and stained with propidium iodide (Wako) prior to analysis. Flow cytometric analysis was performed using BD FACSLyric (Beckton-Dickinson), and the proportion of cells in each phase of the cell cycle was determined using FACSuite (Beckton-Dickinson). Each cell cycle analysis was performed in triplicate.

2.7 Statistical analysis

A two-tailed student’s t-test was applied to assess the statistical significance of the difference between the control and the samples. ***, *P* < 0.001; **, *P* < 0.01; *, *P* < 0.05; n.s., not significant.

2.8 Microarray analysis

Microarray was conducted following a previously described protocol [4]. Total RNA was isolated from HCC827 cells expressing control shRNA (Scr) treated with or without 50 nM osimertinib for 6 hours. Cyanine-3 (Cy3)-labeled cRNAs were hybridized to SurePrint G3 Unrestricted GE 8x60K (G4858A #72363, Agilent Technologies). The scanned images were analyzed with Feature Extraction Software 11.0.1.1 (Agilent) using default parameters. 

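The scanner output held 62976 spots per array, of which 60901 were not controls. The software flagged 61 of these as outliers on replicate 1 and 62 on replicate 2, and no spot was saturated. HDAC5 (signals of 195 and 217) and the housekeeping genes GAPDH (103865 and 100667) and TBP (485 and 354) were well above background on both arrays. Spots of RNA added at known amounts gave a slope of 0.914 on replicate 1 and 0.899 on replicate 2, and the software marked the second slope as outside its range. Both arrays lay on 1 slide. There were 300 probes spotted 10 times each, and 283 of them were well above background on both arrays. For these the SD between spots of an array was 0.07 on replicate 1 and 0.06 on replicate 2 on the log2 scale. The SD of the difference between the arrays was 0.42, against 0.03 from the spots alone, a ratio of 14.5.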

Data were normalized and filtered with three filters with GeneSpring software 14.9 (Agilent Technologies). 

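The deposited value table held 29927 of the 58201 probes. For each array, its values were the processed signal divided by 1 number, 182 on replicate 1 and 154 on replicate 2, near the 75th percentiles of 183 and 155. The values were linear, with medians of 0.886 and 0.893, and were not centred per probe, so they hold no comparison with untreated cells. All 16 candidate genes were in the table. The paper chose them on arrays of these treated cells, so their presence is not independent evidence. Of probes well above background on both arrays 25654 were kept and 160 left out, and of those on neither array 1752 of 29865 were kept. All 160 left-out probes had an SD over both arrays of at least 50% of the absolute mean of their log2 values. Of the 23325 probes below that ratio none was left out, but 2329 of the 2489 probes at or above it were kept. HDAC5 was among those kept, with log2 values of 0.10 and 0.49 in the table and a ratio of 94.4%, as was EYA1. The ratio is large wherever the mean log2 value lies near 0. The text of the paper does not name the filters.

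**Figure D2:**
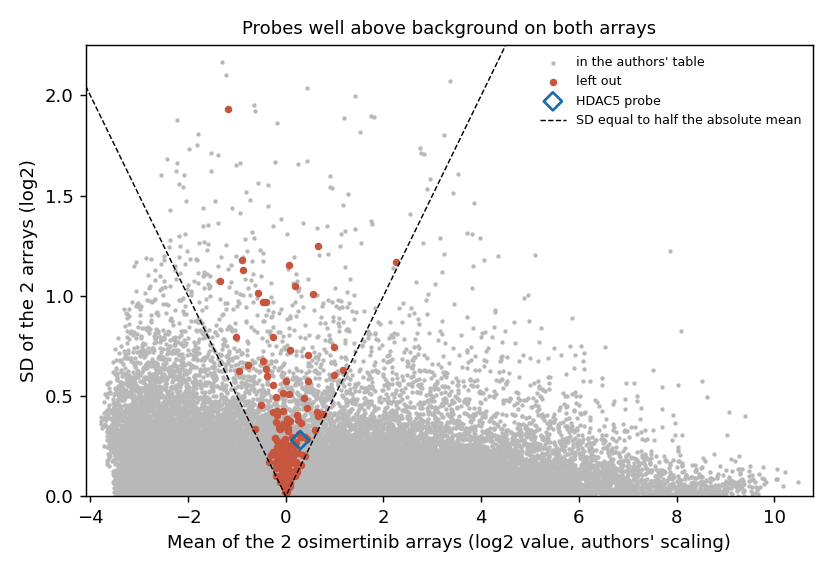
SD against mean of the log2 values of both osimertinib arrays, on the authors' scaling, for the 25814 probes well above background on both; grey points are in the authors' table, red points were left out, the open diamond is the HDAC5 probe, and dashed lines mark an SD of 50% of the absolute mean. The 160 left-out probes lie on or above the dashed lines, as do 2329 probes that were kept.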

The microarray data have been deposited in the Gene Expression Omnibus (GEO) database, under accession number GSE283536.

**Supplementary** **References**

[1] Z. Enkhbaatar, M. Terashima, D. Oktyabri, S. Tange, A. Ishimura, S. Yano, T. Suzuki, KDM5B histone demethylase controls epithelial-mesenchymal transition of cancer cells by regulating the expression of the microRNA-200 family, Cell Cycle 12 (2013) 2100-2112. 10.4161/cc.25142.

[2] A. Ishimura, K. Minehata, M. Terashima, G. Kondoh, T. Hara, T. Suzuki, Jmjd5, an H3K36me2 histone demethylase, modulates embryonic cell proliferation through the regulation of Cdkn1a expression, Development 139 (2012) 749-759. 10.1242/dev.074138.

[3] B. Bonnekoh, A. Wevers, F. Jugert, H. Merk, G. Mahrle, Colorimetric growth assay for epidermal cell cultures by their crystal violet binding capacity, Arch Dermatol Res 281 (1989) 487-490. 10.1007/BF00510085.

[4] G. Batbayar, A. Ishimura, H. Lyu, S. Wanna-Udom, M. Meguro-Horike, M. Terashima, S.I. Horike, T. Takino, T. Suzuki, ASH2L, a COMPASS core subunit, is involved in the cell invasion and migration of triple-negative breast cancer cells through the epigenetic control of histone H3 lysine 4 methylation, Biochem Biophys Res Commun 669 (2023) 19-29. 10.1016/j.bbrc.2023.05.061.

**Supplementary** **Table S1 A list of sequences for shRNAs and qRT-PCR primers**

| **Oligonucleotides for shRNA** | | | | |
| --- | --- | --- | --- | --- |
| *HDAC5*  shRNA-1 | | F: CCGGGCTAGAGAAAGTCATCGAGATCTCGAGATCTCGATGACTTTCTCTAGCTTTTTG  R: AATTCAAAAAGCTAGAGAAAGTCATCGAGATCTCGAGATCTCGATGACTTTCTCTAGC | | |
| *HDAC5*  shRNA-5 | | F: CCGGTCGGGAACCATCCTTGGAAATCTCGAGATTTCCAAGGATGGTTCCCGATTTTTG  R: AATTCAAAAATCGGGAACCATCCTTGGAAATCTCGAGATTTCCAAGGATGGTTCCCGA | | |
| **Primers sequences for qRT-PCR** | | | | |
| 1 | *HDAC5* | | F: ATGTCAGGTCGGGAACCAT | R: CGGCTTCACCTCCACTGT |
| 2 | *GAPDH* | | F: TTCTTTATGCTGGAGCCGAG | R: GAAACCTCTGGTCACAGTCG |
| 3 | *HDAC1* | | F: TTGTCTACTGGTGGTTCTGTGG | R: AGATGCCTCGGACTTCTTTG |
| 4 | *HDAC2* | | F: CAGATCGTGTAATGACGGTATCA | R: CCTTTTCCAGCACCAATATCC |
| 5 | *HDAC3* | | F: TGCATTGTGCTCCAGTGTG | R: CTTGACATATTCAACGCATTCC |
| 6 | *HDAC8* | | F: CCAAGAGGGCGATGATGATC | R: GTGGCTGGGCAGTCATAACC |
| 7 | *HDAC4* | | F: AGATCCTCATCGTGGACTGG | R: ATCGTCGTAGCGGTGGAG |
| 8 | *HDAC7* | | F: CACCTGCCTCACTGTCAGC | R: CGAGTCATAGATCAGCCCTGT |
| 9 | *HDAC9* | | F: AACATTACCTTGGGGCTTCC | R: CTGCGTCTCACACTTCTGCT |
| 10 | *A1CF* | | F: CCTATGCAGCAATTCCCAGT | R: ACAGAAGGGGCTCGGATAAT |
| 11 | *ATRX* | | F: TTGGTCGAAAGGAGTTGTCC | R: AAGGCTCTGGGTGACAAATG |
| 12 | *BAZ2B* | | F: GACCTCCAAATGTTGGCAAT | R: AGCCTGTTCCTGCTTTTGAA |
| 13 | *CBX7* | | F: GTCATGGCCTACGAGGAGAA | R: CTTGGGTTTCGGACCTCTCT |
| 14 | *CHD1L* | | F: CCTTGTGGAGGGATCTACCA | R: GCCTCTTCCTTTTGCCTCTT |
| 15 | *CHD2* | | F: AGGGGGAATCGAGTGCTTAT | R: TTCGGATTTCTCCCTTGATG |
| 16 | *EYA1* | | F: CACCAGCCAAGCAGTTACAG | R: ATCTGAACCTCGACGCAATC |
| 17 | *EZH1* | | F: TGTCGCTGTAAGACCCAGTG | R: AGGTCAGGGTCACATTCTCG |
| 18 | *ING4* | | F: GGAGAAGAAAGCTGCTCGTG | R: CTTCTTCTGGGCAGTCTTGG |
| 19 | *MBD5* | | F: ACGCACTTCATTTTCCATCC | R: GCTGTTGATTCACTGGCAAA |
| 20 | *MST1* | | F: CCAAGGTCTGGACGACAACT | R: AGAACTCTCGCTCGATCTGC |
| 21 | *NSUN6* | | F: ATGGTGGAGGACACAGAAGG | R: CAGGGTGCATCCAGAAGAAT |
| 22 | *PHF21A* | | F: ATCCAAAGCAAGAGGCAAGA | R: GGCTCAAAGACTGCTCCACT |
| 23 | *TET1* | | F: TCTGTTGTTGTGCCTCTGGA | R: GAAGCCCAAAGTTTTAAAGGC |
| 24 | *TLE4* | | F: GAGGTCAGTCCCATCTTCCA | R: CTTCTCAGCACCTCGGAAAC |
| 25 | *IGF-1R* | | F: CCAAAACTGAAGCCGAGAAG | R: TCCGCTTCCTTTCAGGTCT |
| 26 | *FOXA1* | | F: AGGGCTGGATGGTTGTATTG | R: ACCGGGACGGAGGAGTAG |

**Supplementary Figures and the Legends**

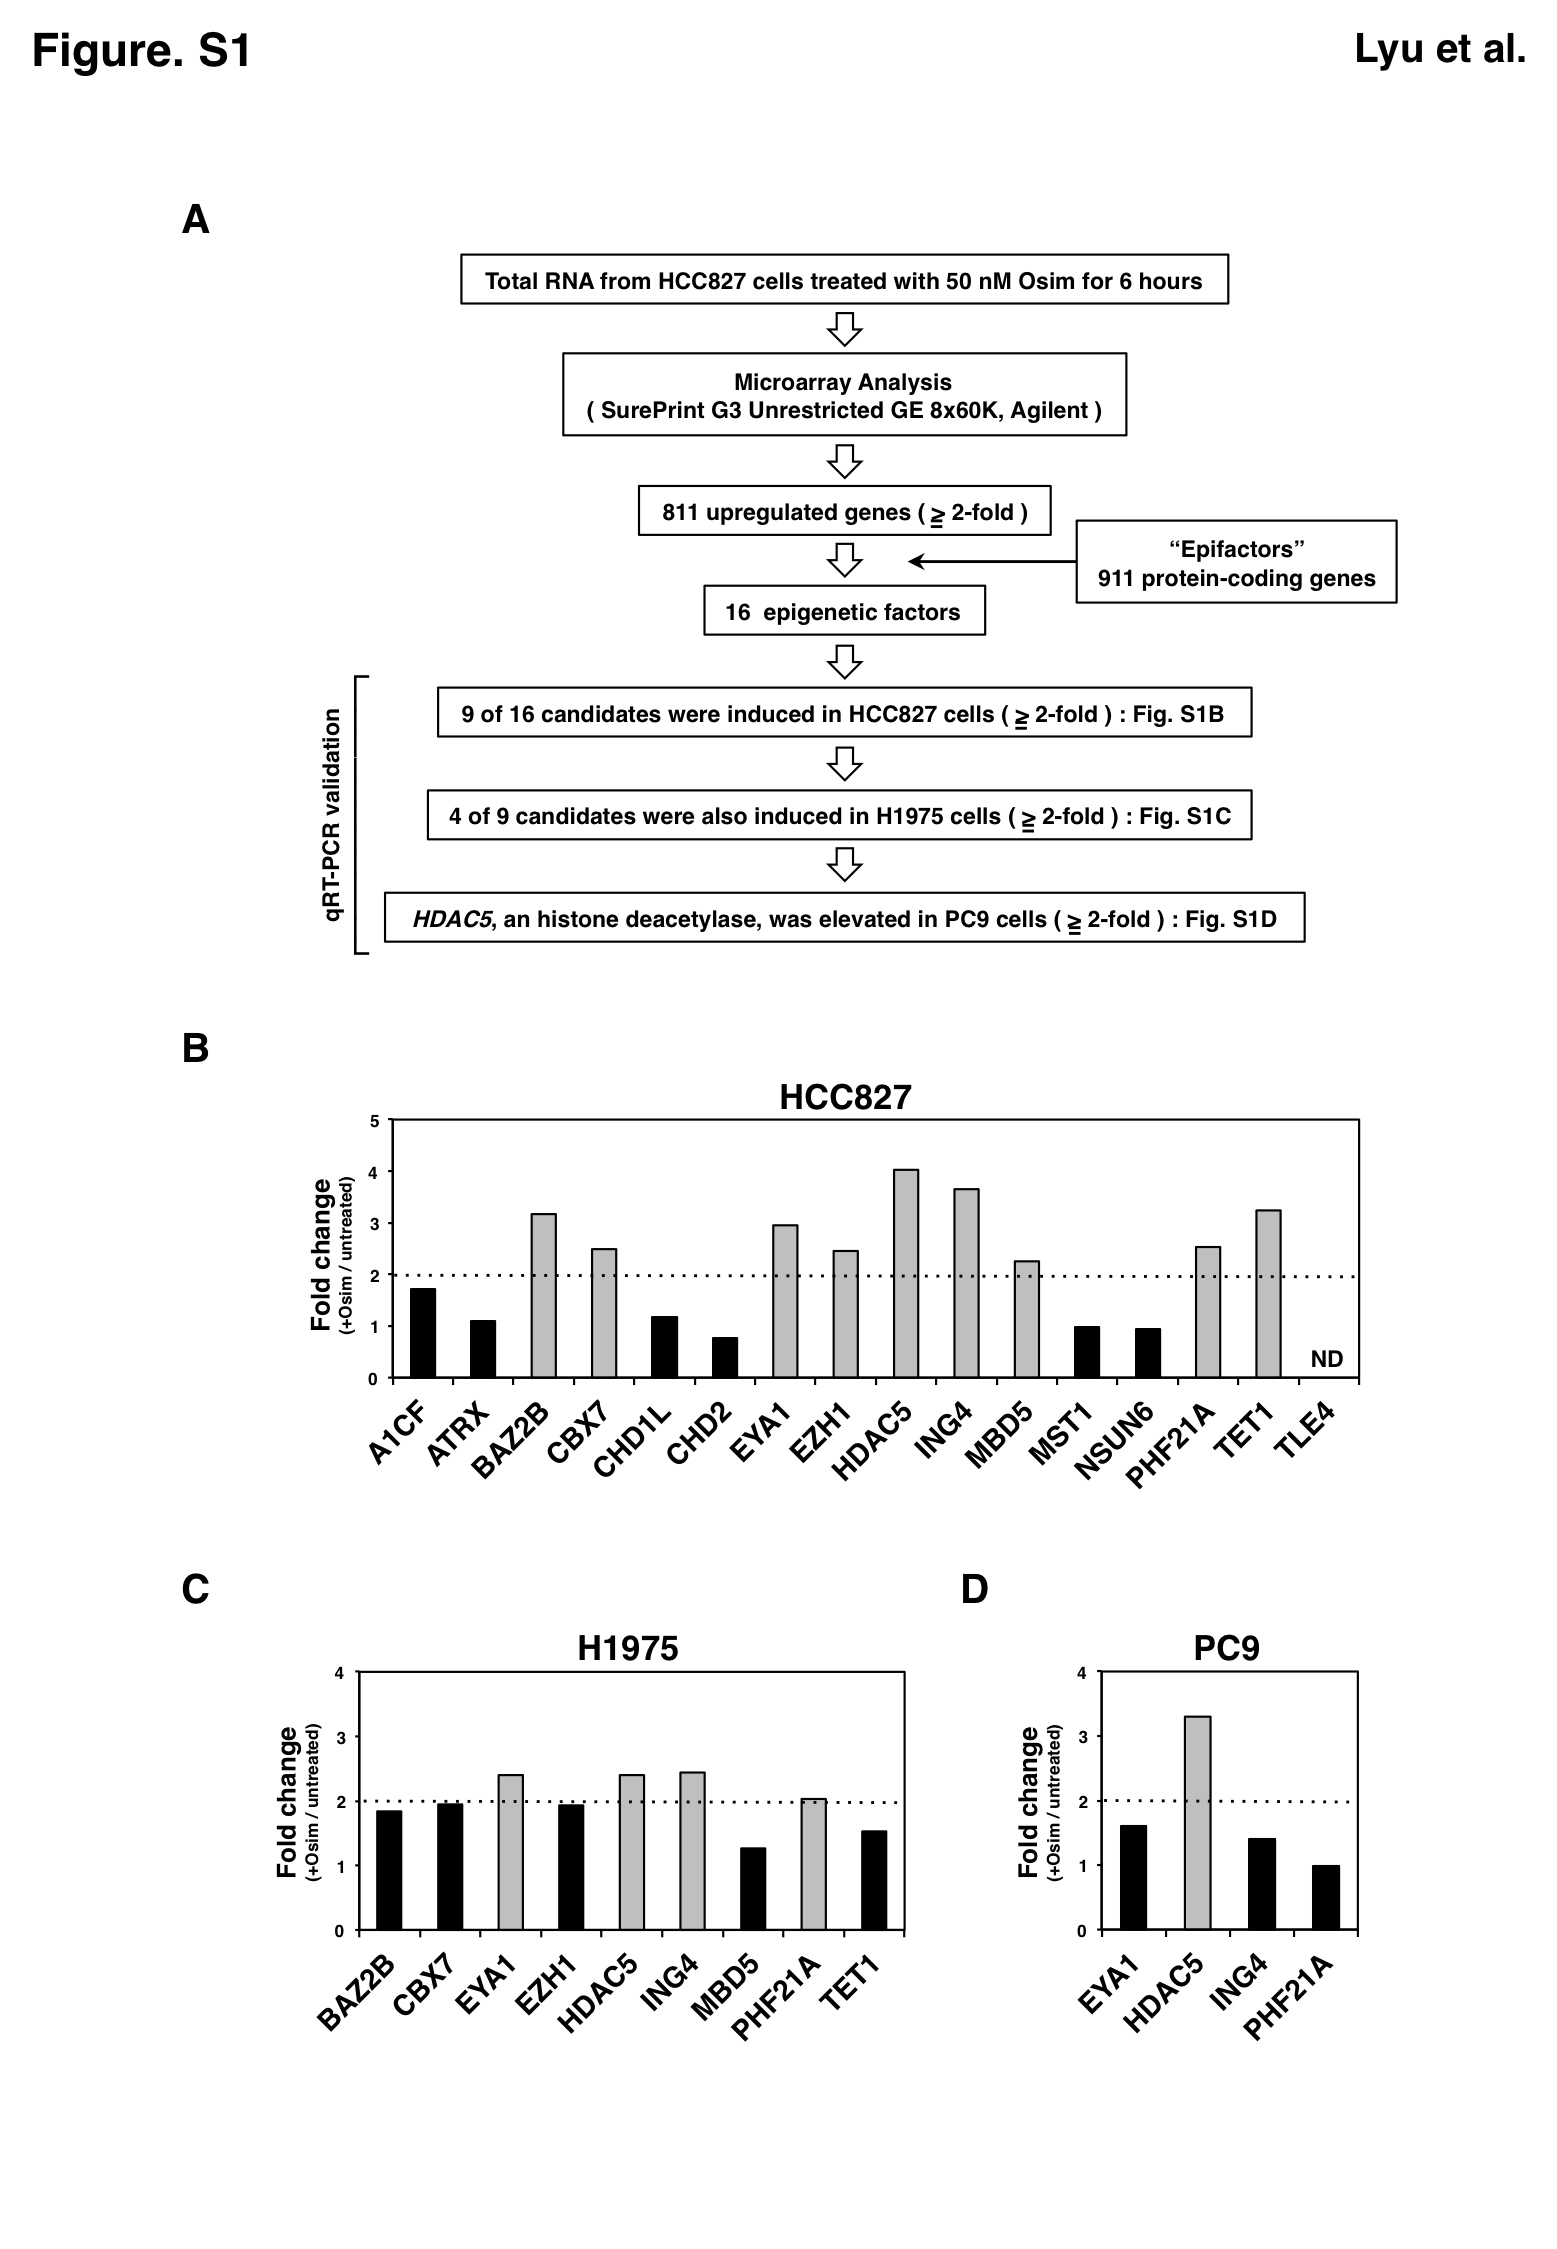

**Supplementary Fig. S1.** Microarray analysis was conducted to identify novel epigenetic factors induced by osimertinib. (A) Workflow for screening candidate epigenetic factors associated with the early response to osimertinib. Microarray data identified 16 candidates that were upregulated by more than 2-fold in osimertinib-treated HCC827 cells. Subsequently, qRT-PCR validation was performed to identify candidates (gray bars) showing a more than 2-fold increase (dot line) in the expression upon osimertinib treatment in HCC827 (B), H1975 (C), and PC9 cells (D).

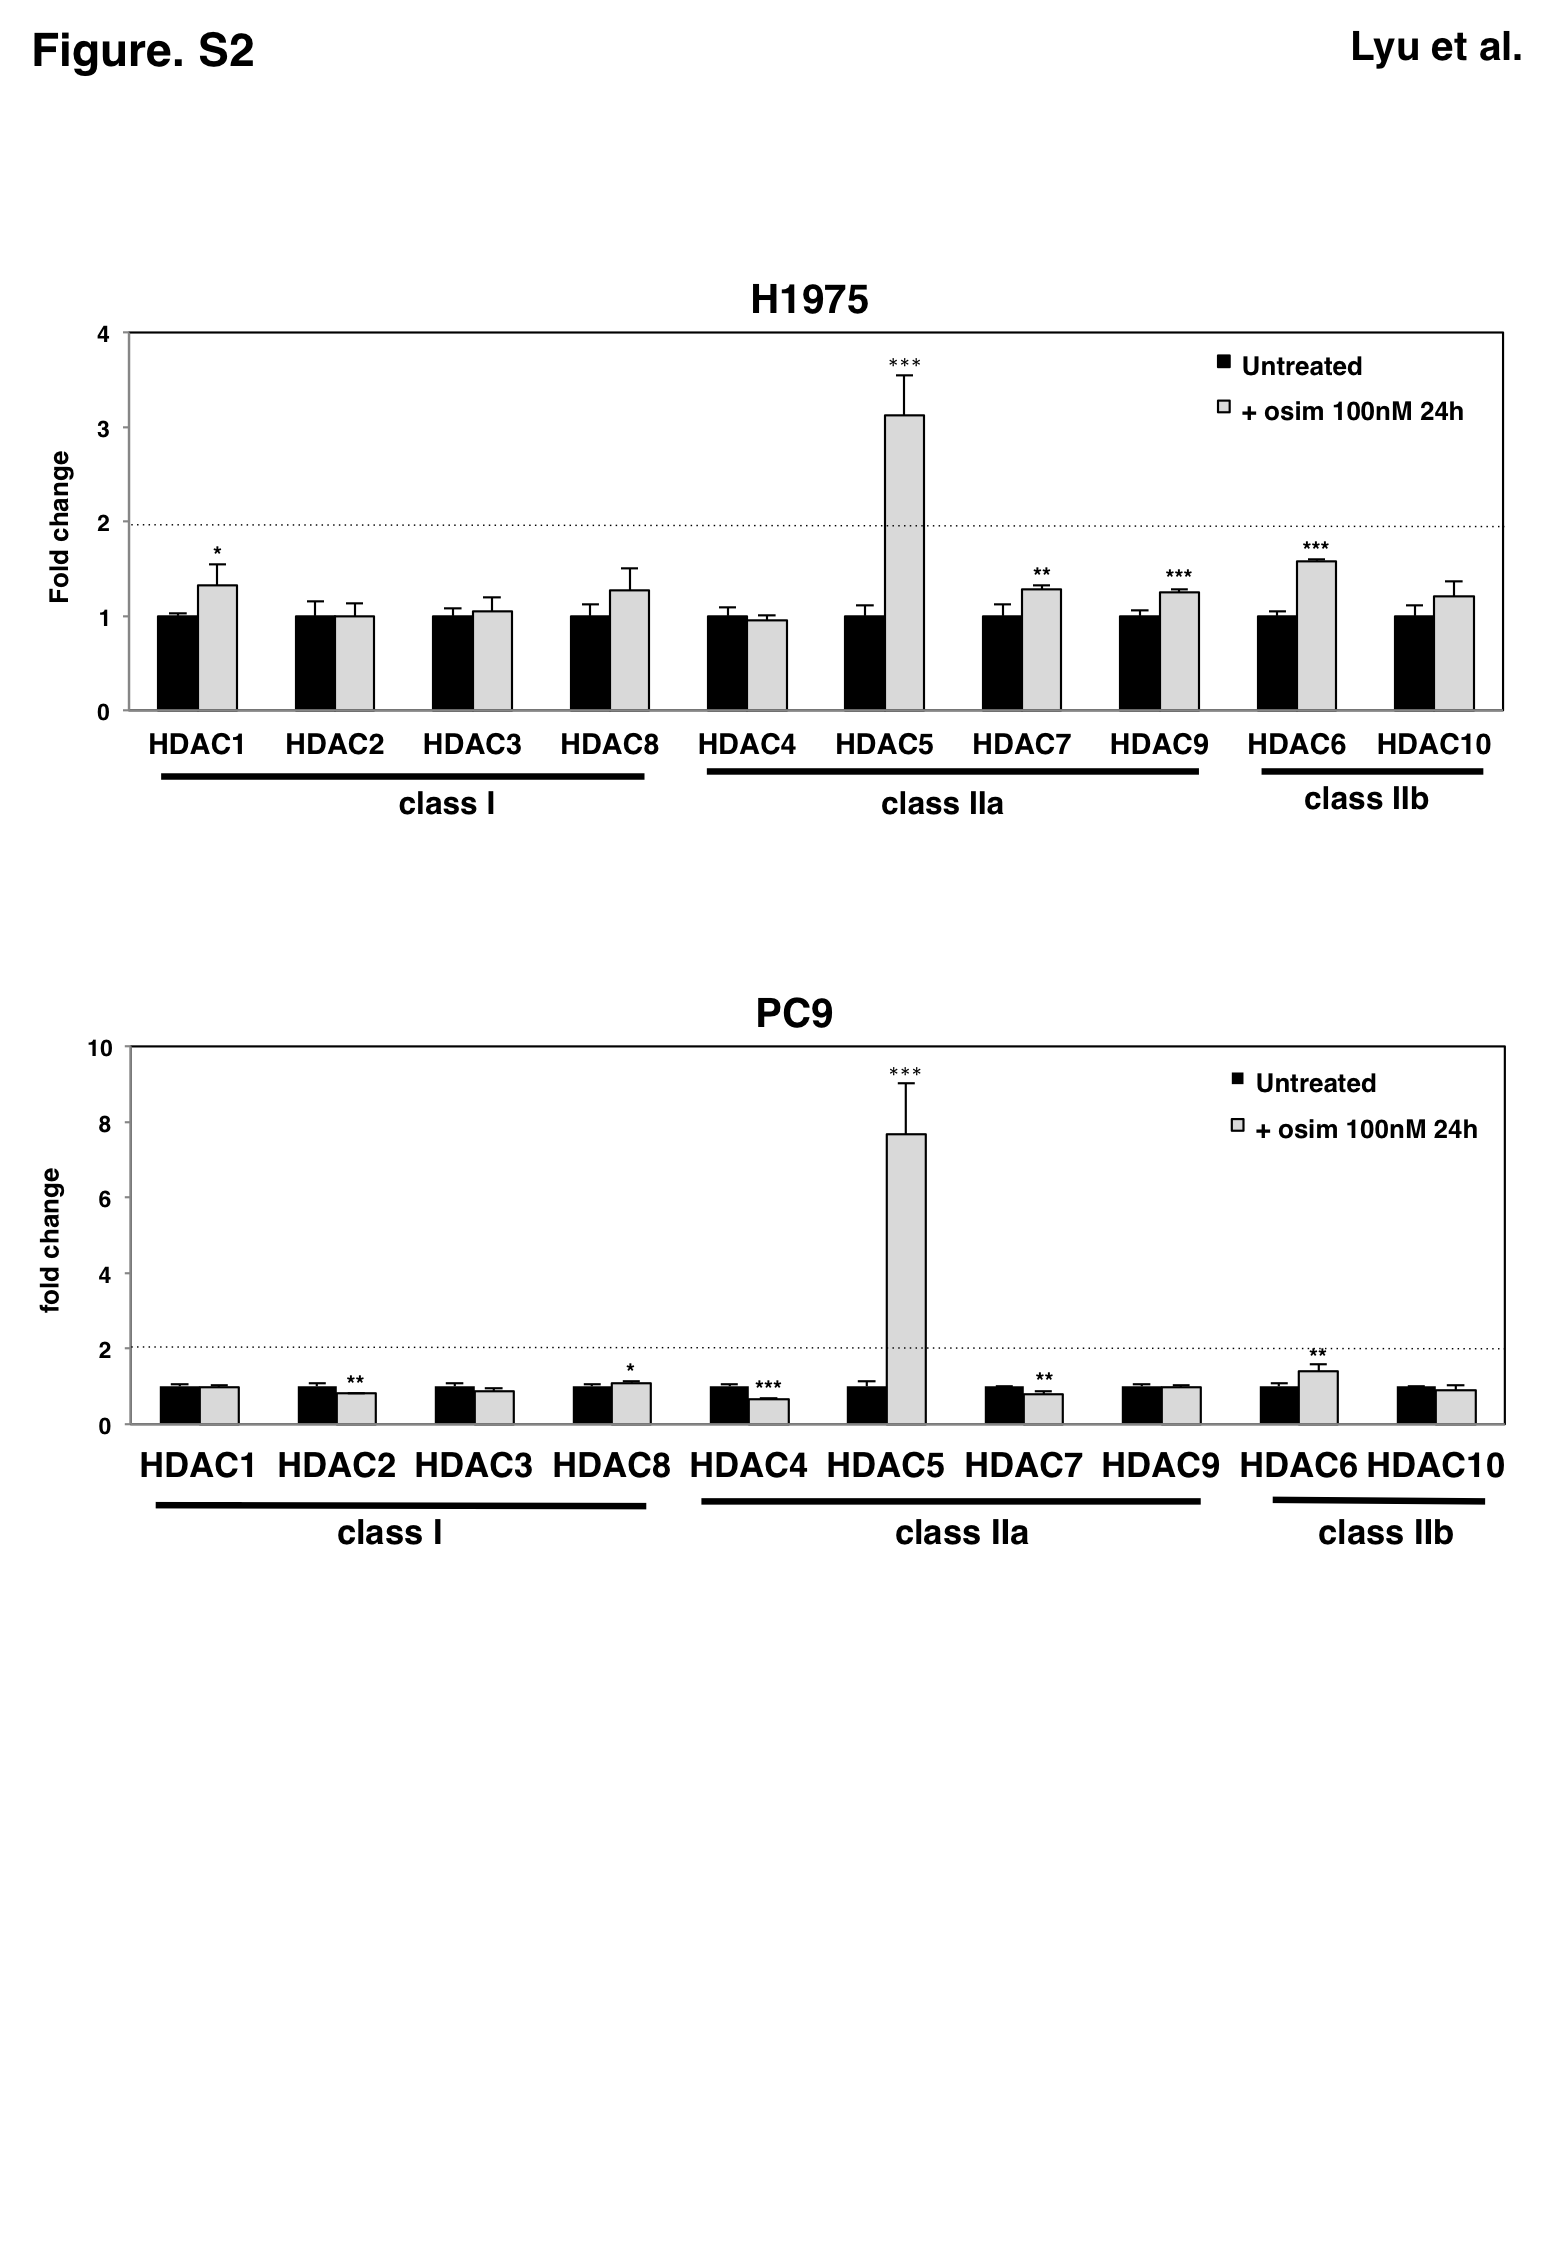

**Supplementary Fig. S2.** The expression patterns of HDACs belonging to class I and II families were shown in H1975 (top) and PC9 (bottom) cells treated with 100 nM osimertinib for 24 hours. Note that only *HDAC5* expression is more than 2-fold higher (dot line) in the treated cells. ****P* < 0.00.1, ***P* < 0.01, and **P* < 0.05, as analyzed by Student’s t-test.

**
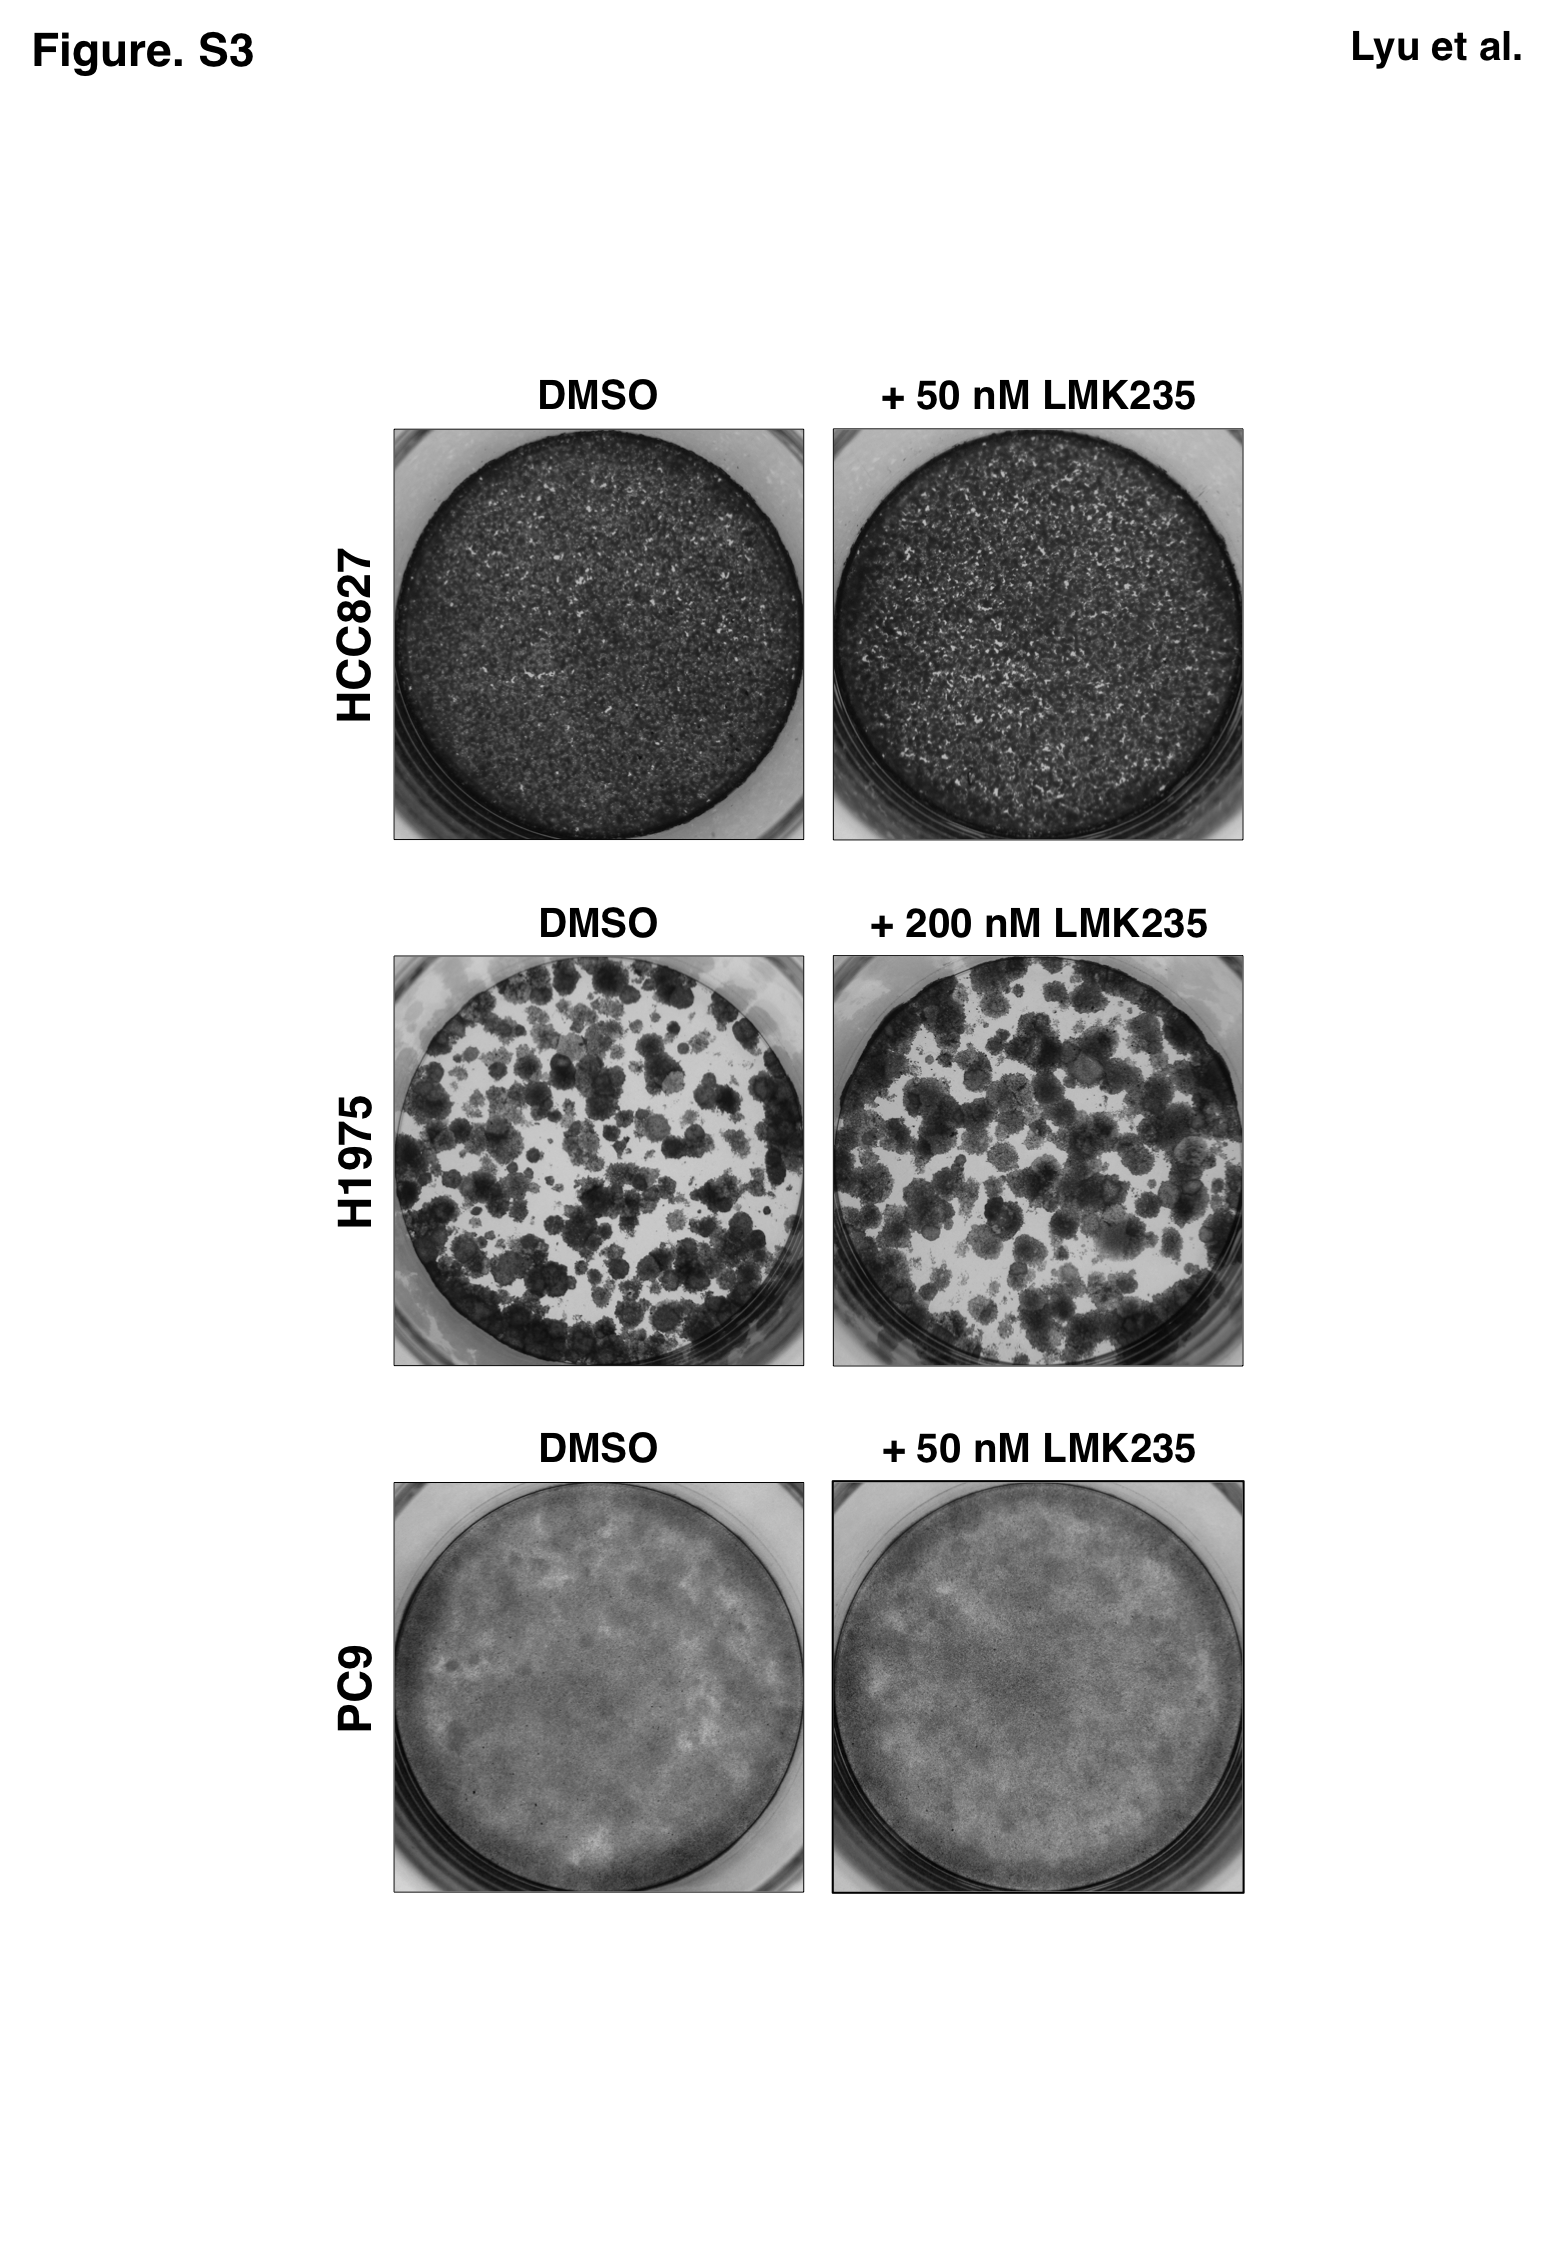
**

**Supplementary Fig. S3.** The representative images were presented for crystal violet staining with HCC827 (top), H1975 (middle), and PC9 cells (bottom) treated with LMK235 alone for 7 day, 12 days, and 9 days, respectively.

**
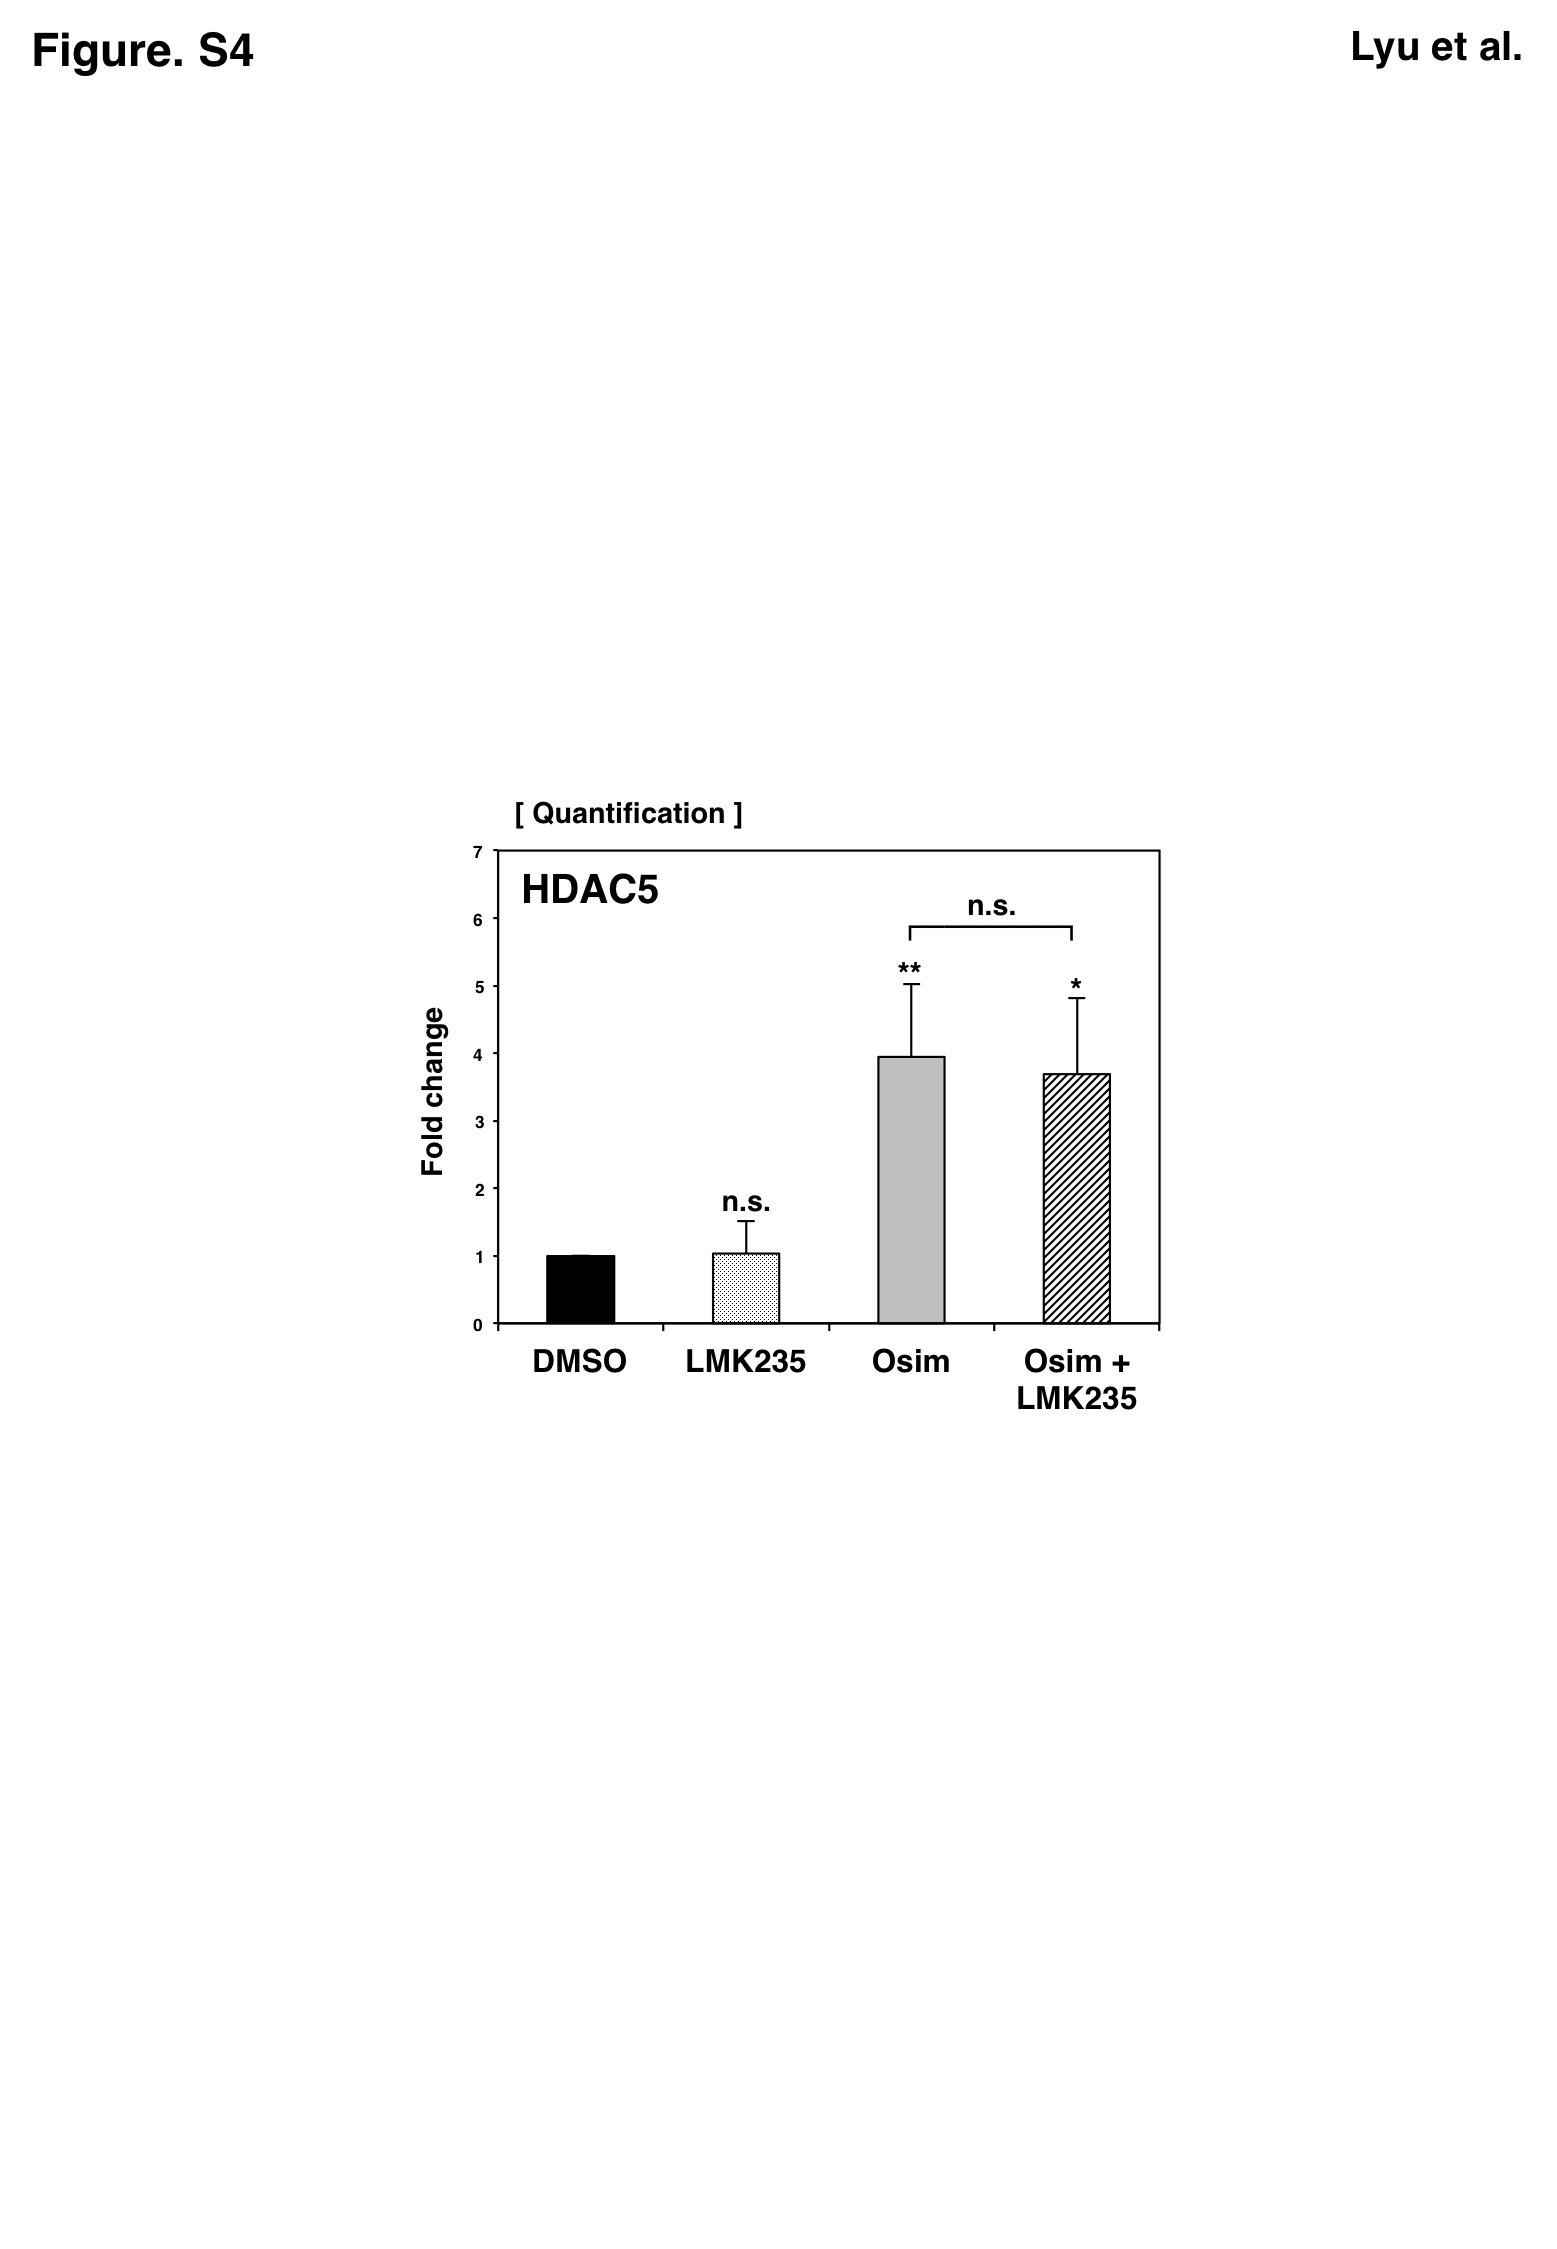
**

**Supplementary Fig. S4.** Quantification analysis of HDAC5 bands, as shown in Figure 4A, was performed in HCC827 cells treated with DMSO, LMK235, osimertinib, or their combination. ***P* < 0.01 and **P* < 0.05, as analyzed by Student’s t-test. n.s., not significant.

**
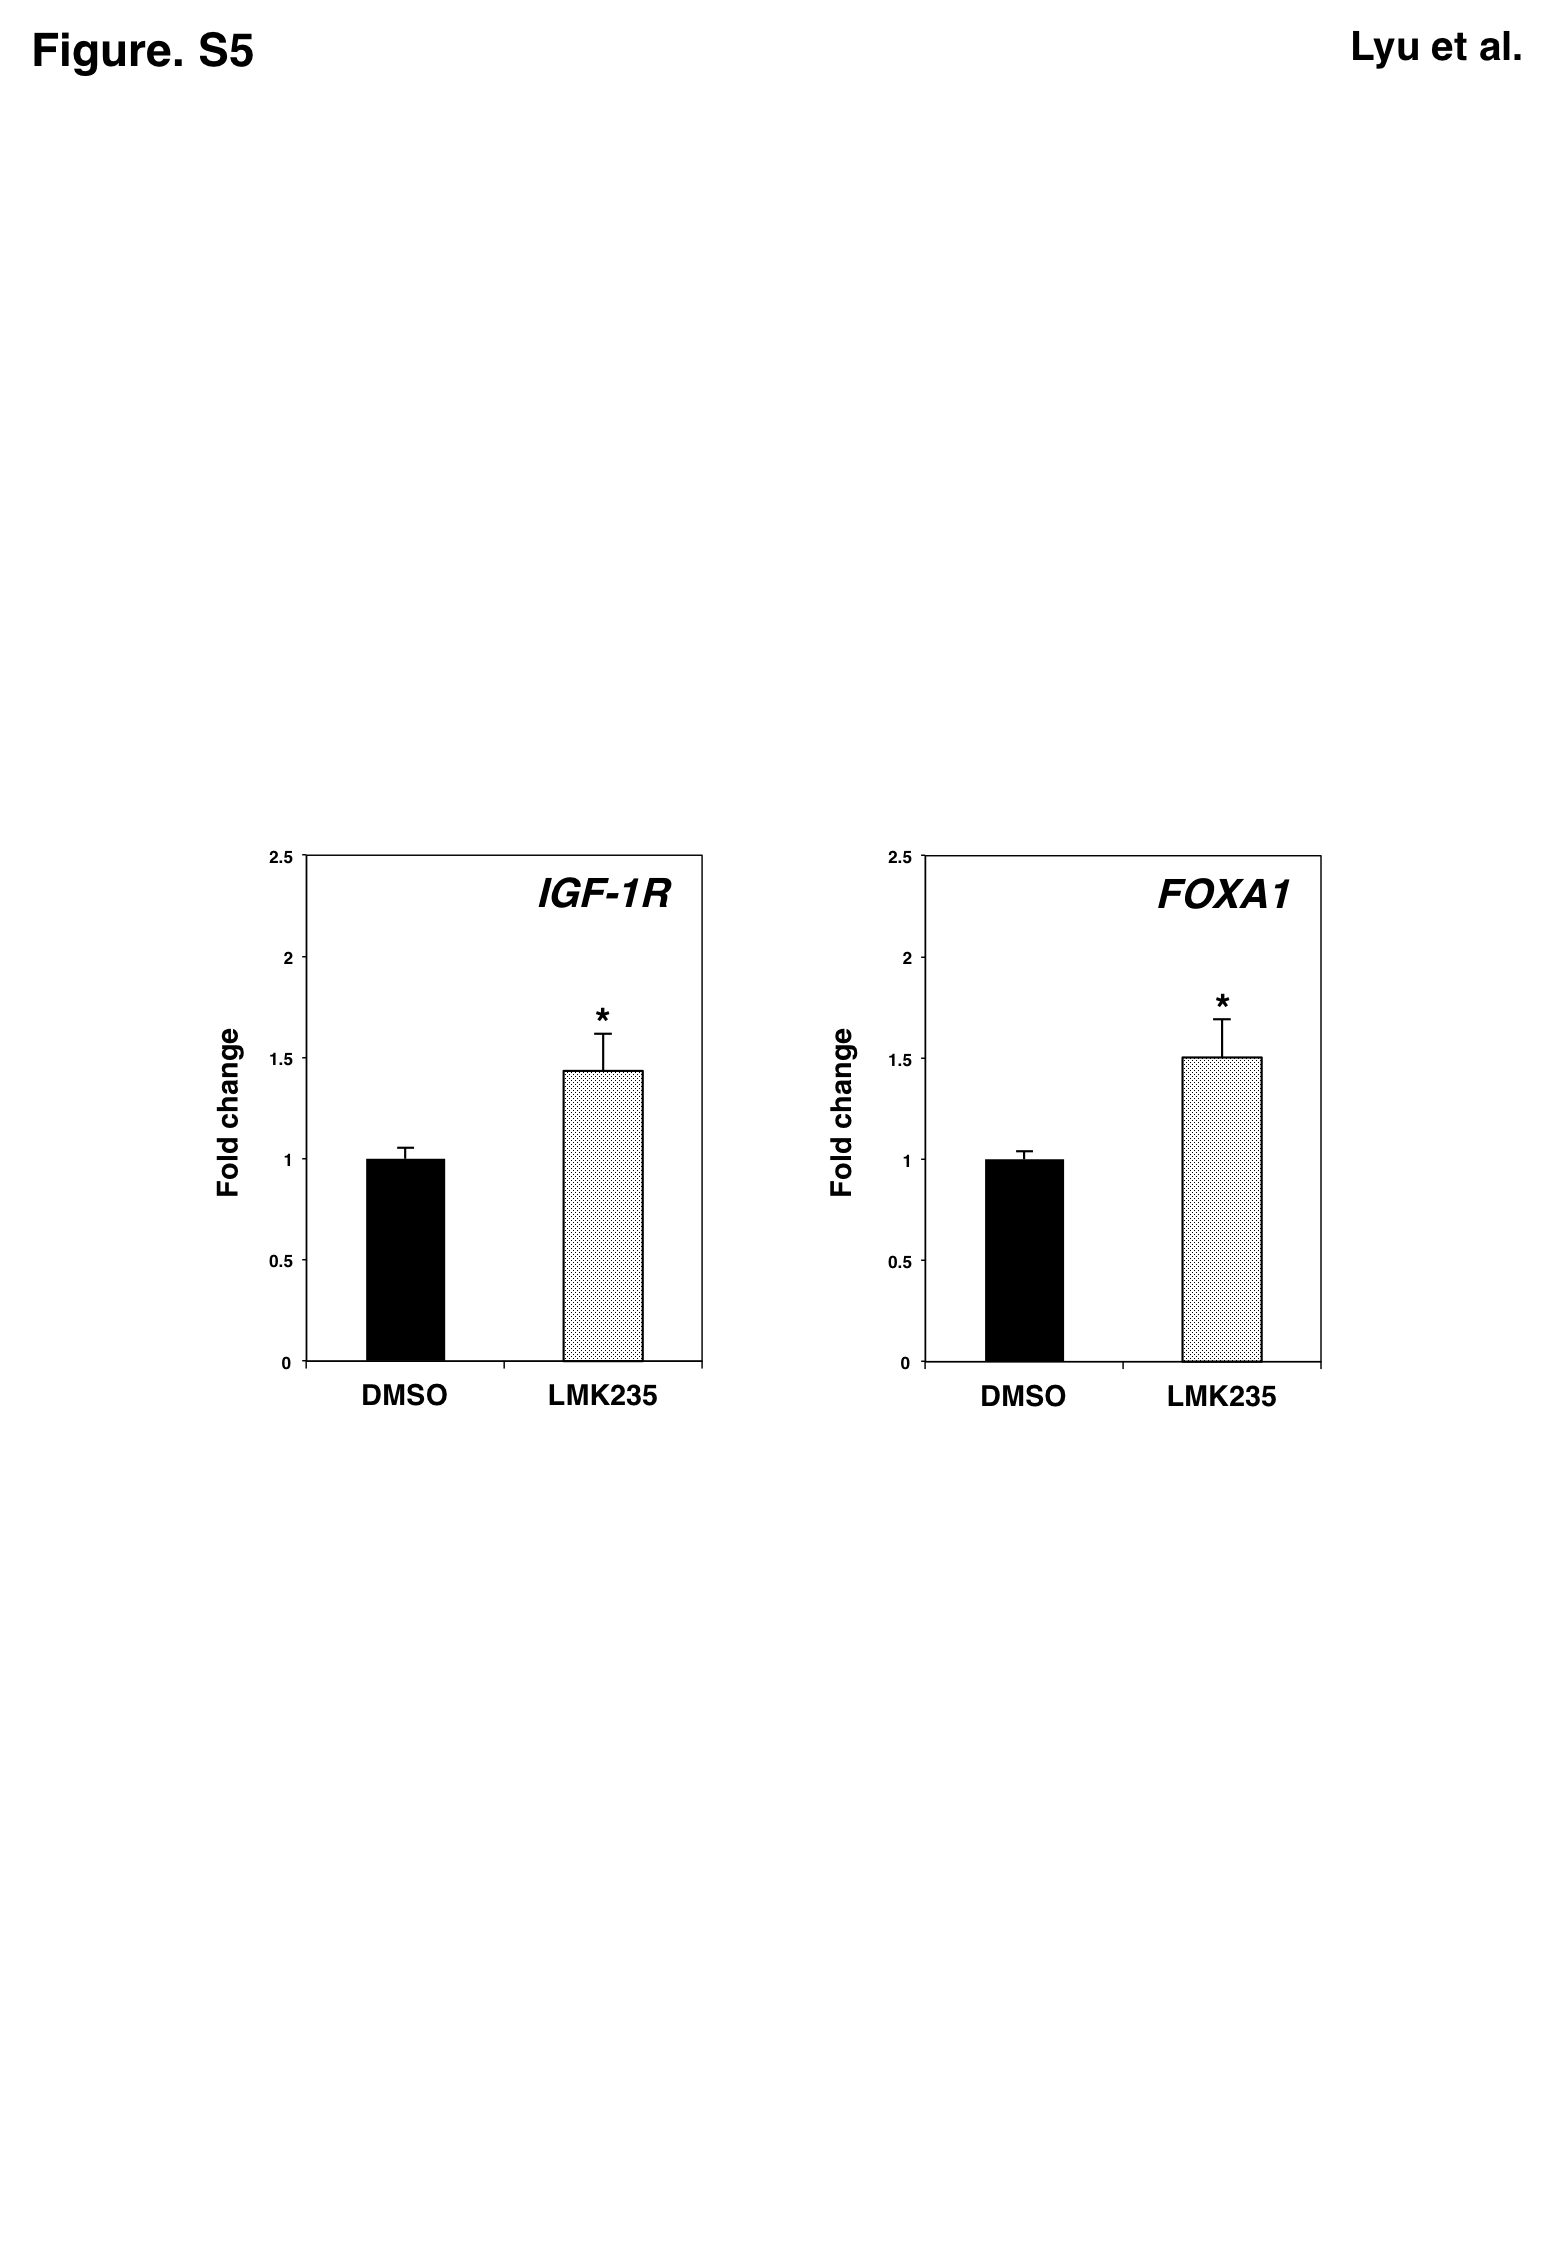
**

**Supplementary Fig. S5.** qRT-PCR analysis of *IGF-1R* and *FOXA1* in HCC827 cells treated with 50 nM LMK235. The experimental condition was the same as that of the experiment in Figure 4A. **P* < 0.05, as analyzed by Student’s t-test.

How the deposited data were processed for this re-analysis (not part of the article)

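Total RNA of HCC827 cells with a control shRNA, treated with 50 nM osimertinib for 6 h, was measured as labelled cRNA on 2 single-colour Agilent arrays, replicates 1 and 2. They form 1 group. Arrays of untreated cells were not analysed here, so every comparison of treated with untreated cells that had been planned was left out.

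The authors scanned the arrays and extracted spot intensity values with Agilent Feature Extraction 11.0.1.1, as the submitters' processing notes say, and deposited 1 file per array. The processed signal used here is an intensity from which the software had subtracted the background. The authors also deposited a table of normalized intensity values, made and filtered in GeneSpring. Set against the scanner values, that table proved to be the processed signal over 1 number per array, on a linear scale, with a largest deviation of 2e-06 on the log2 scale. It is not centred, and which arrays the filters used is not given in the sources used here.

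Control spots and outlier spots were left out, spots of a probe were averaged on the log2 scale, and a probe's flag was that of at least 50% of its spots. The 75th percentile over the probes of each array was then subtracted. Taking it over probes, not over spots, was decided after seeing that the authors' divisors lay near it. Over spots, the percentile is 271 on replicate 1 and 227 on replicate 2, because repeated probes are bright. Of 31770 probes with a RefSeq accession, 31038 were named through a table of the GRCh38.p14 annotation, matched without versions; in all, 27097 probes stayed unnamed. The array's own annotation is of another build, so no coordinates are given. A gene's probe of highest mean signal stood for it, and a gene counted as detected if any of its probes was well above background on both arrays.

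Detected genes were counted, and the spread between the arrays was taken as the SD of their log2 differences over the square root of 2. No test between groups was made. For each of 26 gene lists with at least 3 detected members, the median difference between the arrays was placed among 10000 random lists matched on mean signal, as a description of these arrays. For each list with at least 3 undetected genes, the number in the authors' table was likewise placed among random lists of undetected genes. These steps were tested on simulated data. An SD of 0.30 over 25814 probes was recovered as 0.30. Lists of 20 among 14312 detected genes, all shifted by 0.3 on the log2 scale, had a median in the tails in 72.1% of 1000 runs, against 5.7% with no shift. The simulated genes were independent of each other, so the 5.7% need not hold for lists whose members vary together. Lists of 5 among 7328 undetected genes, each kept with a probability of 40%, held more kept genes than 95% of random lists in 50.3% of 1000 runs, against 1.7% for members kept at the rate of other genes, so a list of 5 may miss such an effect.

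The gene lists, the genes to be named and most alternatives were fixed before the data were examined. Named were the genes of Fig. S1B and Table S1, HDAC1 to HDAC11, FOXA1, IGF1R, AXL, EGFR, MET, GAPDH and TBP, and up to 4 members per list with the largest difference between the arrays. The paper's figures had been seen when they were chosen. Chosen after the data were examined were the question whether a level 2-fold lower would still lie above the lowest detected signal, the count of lists in the tails of the random lists, the undetected genes of the other lists as a control, and the percentile over spots as an alternative. The planned background correction needed a mean signal that the files used here do not hold, so it was run on the median signal, with an offset of 50. No column of the value table was without a sample. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.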

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

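Both tests reported here were chosen after the result was seen. A total of 160 probes were well above background on both arrays of osimertinib-treated cells and are not in the authors' table. Of these, 105 are named, for 105 genes. A limit of 50% on the ratio of SD to mean of the log2 values may account for them, since 100% of the 160 had such a ratio and none of the 23325 probes below it was left out. A limit judged on these arrays alone is argued against, because 93.6% of the probes at or above it were kept. Which other arrays or conditions entered the filter was not tested, and no biological explanation was tested.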

How the results depend on the processing

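The percentile over spots and the background correction on the median signal were chosen after seeing the data. The count of 14315 detected genes was 14466 without replicate 1, 14962 without replicate 2, 16898 with the scanner's more lenient flag and 15111 with detection on at least 1 array. Each of these settings loosens the rule, so a higher count was bound to follow and does not test the main count. The SD of 1 array, 0.28 on the log2 scale, was 0.42 with dim probes included, which adds probes near the background. It was 0.19 after background correction on the median signal and quantile normalization, and 0.28 in the authors' table. That correction adds an offset of 50, which shrinks log2 differences of dim probes, and quantile normalization makes the distributions equal. The 0.19 therefore does not show closer agreement of the arrays. Another percentile subtracts 1 number per array, so it cannot change the SD of 1 array and tests nothing here. The median absolute difference between the arrays over 33 genes of the paper was 0.20, and lay between 0.17 and 0.21 under its 4 alternatives. The normalized level of a gene depends on the zero point: the median over detected probes moved by -2.87 with the percentile over detected probes, by -0.56 with the percentile over spots and by -0.11 with background correction and quantile normalization, so levels are relative to the setting used. All 33 genes moved by more than their SD under both percentiles. That count was bound to be 33, since each percentile moves every gene equally and by more than the largest SD, 0.47 for HDAC10. Under background correction and quantile normalization 25 genes moved by more than their SD. Among them were A1CF from -4.05 to -1.69, TLE4 from -3.93 to -1.64 and HDAC10 from -2.26 to -1.31, and in the other direction HDAC1 from 6.47 to 6.06. With the mean of a gene's detected probes, 12 of the 33 genes moved by more than their SD and 21 did not; HDAC2 moved from 4.93 to 0.91, EGFR from 6.54 to 3.84, HDAC6 from 1.96 to -0.57 and CHD1L from 4.07 to 2.09, since their probes differ in brightness. The alternatives planned for genes higher or lower than in untreated cells, for candidates, for limma and for list shifts against untreated cells were not run, because no untreated array was analysed here and the authors' table is not centred. The slide as a block was not run, because both arrays lay on 1 slide. No paired analysis was possible because the arrays form 1 group. Signal over background limits the weakest genes: A1CF and TLE4 were well above background on 1 array.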

Other observations

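The replicates, of the same line, dose and time, differed in several groups of genes, though not in every member of each. Of 26 lists, 3 had a median difference above the 97.5th and 5 below the 2.5th percentile of matched random lists, where 1.3 would be outside by chance if genes were independent, which members of a pathway are not. The medians of these 8 lists kept their sign with background correction and quantile normalization; the other percentiles move every median by the same small amount and test nothing here. The interferon response was higher on replicate 1, in 20 of 22 genes, with a median log2 difference of 0.89. OASL, an antiviral gene, was 5.15-fold higher (signals of 558 and 91.8), IFI44L 3.78-fold and IFI6 3.53-fold. All 20 genes of G2/M and mitosis were higher on replicate 1 as well, with a median of 0.66, among them the mitotic kinesin KIF20A by 2.05-fold, TOP2A by 1.79-fold and CCNB1 by 1.78-fold, whereas the 24 genes of G1/S and DNA replication had a median of 0.03. In the lung epithelial list 10 of 15 genes were higher on replicate 1, with a median of 0.37 that was 0.19 with background correction and quantile normalization; the surfactant gene SFTPB was 5.09-fold and CEACAM6 4.82-fold higher on replicate 1.

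Other groups were higher on replicate 2. The median log2 difference, replicate 1 minus replicate 2, was -0.23 for ERK feedback and immediate early genes (20 of 32 higher on replicate 2), -0.28 for ATF4 and the unfolded protein response (16 of 18), -0.19 for glycolysis (13 of 16), -0.23 for markers of epithelial-mesenchymal transition and drug tolerance (13 of 17), and -0.21 for CDK inhibitors and p53 targets (8 of 13). The list of transition markers holds the epithelial genes CDH1 and EPCAM beside the mesenchymal VIM and SNAI2. Its median therefore gives no direction of transition. FOSB was 4.62-fold (signals of 18.8 and 73.4), the stress-induced CHAC1 2.20-fold, the glycolytic regulator PFKFB4 2.21-fold, VIM 2.36-fold and SNAI2 2.78-fold higher on replicate 2. Members also went the other way: SOX2, in the same list as VIM, was 3.97-fold higher on replicate 1, and the ERK target ETV1 3.08-fold (signals of 66.4 and 18.3). The CDK inhibitor CDKN2C was 2.32-fold, CDKN1B 1.69-fold and the p53 target GDF15 1.56-fold higher on replicate 1. The lower signals of FOSB and ETV1 lay not far above the lowest detected signals, 10.8 on replicate 1 and 13.1 on replicate 2, which limits these folds. Reference genes had a median of -0.02, which turned to 0.0031 with background correction and quantile normalization.

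All 11 HDAC genes were well above background on both arrays of cells treated with 50 nM osimertinib for 6 h; the paper's own comparison of the family in Fig. 1E used another dose and time. The fold difference between the replicates was largest for HDAC10, at 1.59 (signals of 30.4 and 40.9), and was 1.32 for HDAC5, 1.28 for HDAC8, 1.09 for HDAC9, 1.08 for HDAC4, 1.08 for HDAC6 and 1.02 for HDAC7. HDAC1 had a normalized log2 signal of 6.47 ± 0.07 (SD, n = 2), HDAC2 4.93 ± 0.03, HDAC3 5.95 ± 0.01 and HDAC11 -2.49 ± 0.09. FOXA1, the pioneer factor of the authors' earlier work, had a signal of 2744 on replicate 1 and 1494 on replicate 2, a 1.55-fold difference after normalization, and IGF1R had 799.7 and 791.

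In the authors' table, 1752 probes were kept though not well above background on either array; the tests on signal, on chance detection and on other gene lists were chosen after the result was seen, those on outlier flags and ERK genes before. Signal just under the limit is argued against for the 107 kept probes dimmer than the median left-out probe, and stays open for the rest, since kept probes were brighter, with a median signal of 7.85 against 2.86 and an area under the ROC curve of 0.886. Detection on untreated arrays that are not analysed here, of genes that fall when EGFR is inhibited, is a candidate explanation for 2 of the 543 named genes: of 5 undetected ERK feedback and immediate early genes, DUSP2 and SPRED3 were kept, as many as in 0.97% of matched random lists. Undetected genes of the other lists were kept too, ERBB4, FGFR1, PIK3IP1 and CDKN1A (named after their values were seen) of 25, as many as in 9.64% of matched random lists. Being kept is thus not particular to ERK genes. That count is within the range of random lists, and the ERK list was not tested against it. An outlier flag on these arrays was carried by 0% of the 1752. Only 68 probes of the arrays had a flagged spot, so at most 3.88% could have carried one. The outcome of that test was thus fixed in advance, but so few flagged probes cannot account for the 1752. Flags on other arrays were not tested. Chance detection on other arrays stays open, since the share kept among the dimmest probes was 2.54 times the rate between these arrays, between the bounds set for and against it.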
